# DHX36 prevents the accumulation of translationally inactive mRNAs with G4-structures in untranslated regions

**DOI:** 10.1038/s41467-019-10432-5

**Published:** 2019-06-03

**Authors:** Markus Sauer, Stefan A. Juranek, James Marks, Alessio De Magis, Hinke G. Kazemier, Daniel Hilbig, Daniel Benhalevy, Xiantao Wang, Markus Hafner, Katrin Paeschke

**Keywords:** RNA metabolism, Translation

## Abstract

Translation efficiency can be affected by mRNA stability and secondary structures, including G-quadruplex structures (G4s). The highly conserved DEAH-box helicase DHX36/RHAU resolves G4s on DNA and RNA in vitro, however a systems-wide analysis of DHX36 targets and function is lacking. We map globally DHX36 binding to RNA in human cell lines and find it preferentially interacting with G-rich and G4-forming sequences on more than 4500 mRNAs. While DHX36 knockout (KO) results in a significant increase in target mRNA abundance, ribosome occupancy and protein output from these targets decrease, suggesting that they were rendered translationally incompetent. Considering that DHX36 targets, harboring G4s, preferentially localize in stress granules, and that DHX36 KO results in increased SG formation and protein kinase R (PKR/EIF2AK2) phosphorylation, we speculate that DHX36 is involved in resolution of rG4 induced cellular stress.

## Abstract (web summary)

Translation efficiency can be affected by mRNA stability and secondary RNA structures. Here the authors reveal that loss of DHX36 helicase activity leads to an accumulation of translationally inactive target mRNAs with G-rich structures in untranslated regions.

## Introduction

RNA can adopt a variety of structures that have important roles for its function and stability^1^. Among the most stable nucleic acid structures are G-quadruplexes (G4s), which at their core contain stacked guanine tetrads built by Hoogsteen hydrogen bonding^2^. In recent years, intense efforts were directed towards identifying RNA G4 structures (rG4s) and understanding their impact on gene regulation in normal and disease cells^3–7^. In vitro and in silico approaches have revealed over 13,000 sites in the human transcriptome with the potential to form rG4s^8–10^, further supported by immunofluorescence experiments with a specific antibody that detected rG4s in the cytoplasm of human cells^11^. These rG4s may influence many aspects of posttranscriptional regulation, including alternative polyadenylation, splicing, and miRNA biogenesis^3,7,12–15^. Best documented is their impact on translation, where rG4s in 5′ untranslated regions (UTR) and possibly 3′ UTRs of messenger RNA (mRNA) negatively affect translation^5,16,17^. Taken together these findings provide strong, albeit indirect, evidence supporting a model that rG4s form in vivo and have gene regulatory function.

Nevertheless, the existence and relevance of rG4s remain the subject of vigorous and controversial discussion^18^. Chemical mapping in mammalian cells suggested they are globally unfolded by the action of an uncharacterized but essential machinery^9^. Consequently, there is an urgent need to identify the components of this machinery and dissect their function, in order to understand the role of rG4s in RNA metabolism. The majority of candidates to resolve rG4s are ATP-dependent RNA helicases^19^, but also include some sequence-specific RNA-binding proteins (RBPs)^20^. A large level of redundancy of the rG4-interacting machinery is expected, considering that neither transient knockdown of a helicase, DHX36, nor ATP depletion have resulted in the increase of rG4 formation above the threshold that could be reliably detected by dimethyl sulfate sequencing^9^.

So far, only a handful of helicases are known to affect rG4 unfolding^19^. Among them is the 3′−5′ DEAH-box helicase DHX36, which has robust DNA and RNA G4 unwinding activity^21–23^, but was initially reported to associate with AU-rich sequence elements and is also known as RHAU (RNA helicase associated with AU-rich element)^24^. Although a recent structural study^25^ comprehensively illuminated the molecular mechanism of G4 unwinding by DHX36, its in vivo role was only studied using reporter gene constructs and a few individual target genes^21,26–29^. The full complement of DHX36 targets and its impact on posttranscriptional gene regulation remain unknown.

Here, we analyze DHX36 targets and its impact on gene regulation on a systems-wide scale. We identify DHX36 as a predominantly cytoplasmic RNA helicase that specifically interacts with G-rich sites of mRNAs previously shown to form rG4s in vitro^10^. Loss-of-function analysis with DHX36-KO cells coupled with RNA sequencing (RNA-seq), ribosome profiling (Ribo-seq), and high throughput proteomics show that binding of DHX36 in the 3′ and 5′ UTR results in higher target mRNA translational efficiency, in a helicase activity-dependent manner. Loss of DHX36 results in the accumulation of translationally incompetent target mRNAs. These mRNAs, harboring rG4s, preferentially localize in stress granules (SG). Furthermore, DHX36-KO increase SG formation and activates the protein kinase R (PKR/EIF2AK2)-mediated stress response. Taken together, we propose the model that DHX36 loss results in the formation of rG4s and other structures on target mRNAs that stabilize them, but also trigger a stress response rendering them translationally incompetent, possibly by sequestration in SGs or their precursors/seeds.

## Results

### DHX36 is a cytoplasmic helicase interacting with mRNA

The molecular and structural basis for unwinding of G4 structures by DHX36 is well understood^25^. It is clear that the N-terminal domain together with an OB-fold of DHX36 specifically recognizes parallel DNA and RNA G4 and unfolds them in an ATP-dependent manner^25^. However, models for DHX36 in vivo function vary, including whether it preferentially acts as a DNA or an RNA helicase and whether it associates preferentially with G4 or AU-rich sequences. In order to dissect its cellular function, we first aimed to determine the subcellular localization of its two known splice isoforms that differ by alternative 5′ splice site usage in exon 13 (Supplementary Fig. 1a). We generated stable HEK293 cell lines expressing FLAG/HA-tagged DHX36 (FH-DHX36) isoforms 1 and 2 under control of a tetracycline-inducible promoter. Upon tetracycline induction, transgenic FH-DHX36 accumulated to approx. 4-fold higher levels compared to endogenous DHX36 in HEK293 cells (Fig. 1a). Using these cell lines, as well as parental HEK293 cells, we performed subcellular fractionation of DHX36 and found it predominantly localized to the cytoplasm in all cases (Fig. 1b). Because no changes in the two isoforms could be detected, we did not further discriminate between them.

**Fig. 1:**
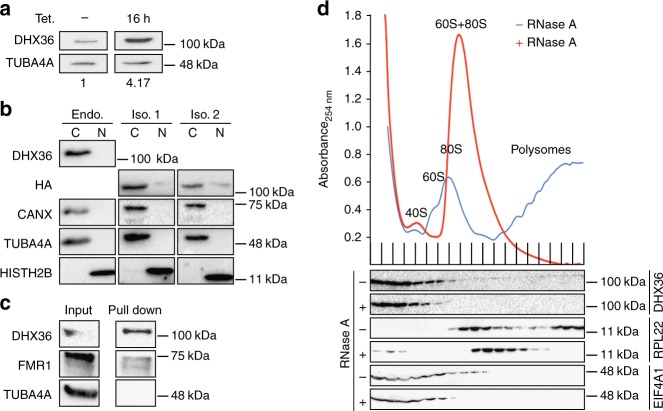
DHX36 is mainly cytoplasmic and does not directly interact with ribosomes. **a** Quantification of transgenic FLAG/HA(FH)-DHX36 expression upon 16 h induction with tetracycline (Tet.). TUBA4A-normalized DHX36 quantities are indicated below. **b** Endogenous (Endo.), as well as transgenic FH-tagged DHX36 isoform 1 (Iso. 1) and 2 (Iso. 2) show mainly cytoplasmic localization in biochemical fractionation experiments from HEK293 cells. Cytoplasmic (C) and nuclear (N) fractions were probed with anti-HISTH2B (nuclear marker), anti-TUBA4A (cytoplasmic marker), and anti-CANX (endoplasmic reticulum marker) antibodies. Endogenous DHX36 and transgenic FH-DHX36 isoforms 1 and 2 were detected with anti-DHX36 antibody and anti-HA antibody, respectively. **c** DHX36 can be co-purified with polyadenylated RNA. The RBP FMR1 served as a positive, TUBA4A as a negative control, respectively. **d** UV absorbances at 254 nm of RNase A-treated (red) and untreated (blue) HEK293 cell extracts separated by sucrose gradient centrifugation are shown. Peaks of UV absorbance corresponding to 40S, 60S, 80S ribosomes, and polysomes are indicated. Western blots probed for DHX36, RPL22, and EIF4A1 are shown below. Source data are provided as a Source Data file

Although DHX36 has been described as both a DNA and RNA helicase in vitro^23^, the major source of nucleic acids in the cytoplasm is RNA. Thus, we tested in our transgenic HEK293 cells whether DHX36 interacted with RNA, in particular mRNAs, by purification of polyadenylated RNA after UV-crosslinking. We found that DHX36 was abundantly interacting with poly(A) RNA, indicating that cytoplasmic mRNAs are its main targets (Fig. 1c).

The interaction of DHX36 with mRNAs in the cytoplasm suggested a posttranscriptional regulatory function. Considering that DHX36 was previously proposed to function in translational regulation^29^, we investigated whether DHX36 co-migrates with the translational machinery and fractionated HEK293 cell extracts by sucrose gradient ultracentrifugation. In proliferating cells, more than 90% of endogenous DHX36 were found in the soluble cytoplasm fractions and the remainder migrated with the monosomal and polysomal fractions (Fig. 1d). Changes in DHX36 expression, such as fourfold overexpression in our transgenic HEK293 cells does not alter this distribution (Supplementary Fig. 1b). Treatment of the cell extracts with RNase to collapse the polysomes led to a complete loss of DHX36 from the heavy fractions (Fig. 1d). Considering that the translation initiation factor EIF4A shows a similar distribution on polysomes, our data indicate that DHX36 does not affect translation elongation, but could possibly be involved in translation initiation.

### DHX36 binds thousands of sites on mature mRNAs

In order to comprehensively capture DHX36 binding sites and characterize its RNA recognition elements (RREs), we mapped the RNA interactome of DHX36 in living cells on a transcriptome-wide scale at nucleotide (nt)-resolution using 4-thiouridine (4SU) PAR-CLIP^30^. UV-crosslinking of active helicases that rapidly translocate on their RNA targets may complicate identification of binding preferences due to transient and fast helicase progression. Therefore, we performed PAR-CLIP in two stable HEK293 cell lines, either inducibly expressing FH-DHX36 or the catalytically dead FH-DHX36-E335A mutant, which we expected to remain stuck at the sites of DHX36 action^22,25^.

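HEK293 is a human embryonic kidney cell line. In PAR-CLIP, 4SU is built into newly made RNA, and irradiation at 365 nm crosslinks it to the bound protein. The crosslinked base is read as C in place of T after reverse transcription, so that T-to-C conversions mark the contact. Expression of the FLAG/HA-tagged proteins was induced with 500 ng per ml of tetracycline for 15 h, cells were labeled with 100 µM 4SU, and UV exposure lasted 5 min. There were 2 biological replicates per cell line. The sample labels name DHX36 isoform 2 for the FH-DHX36 line and isoform 1 for the FH-DHX36-E335A line, so that the isoform and the helicase mutation differ together between the cell lines. The authors mapped the reads to hg19, called clusters with PARalyzer inside PARpipe and assigned them to annotation categories with GENCODE v19. They deposited 1 table of 26490 genes, with 1 set of values per cell line. It lists the number of clusters, in all and in the 5'UTR, CDS, 3'UTR and introns, the number of crosslinked reads in the same categories, and NXPM, the crosslinked reads scaled to the total of the PAR-CLIP and divided by RNA abundance. Because the table does not separate the replicates, no replicate spread can be computed from the table, and each value stands as the authors' value. Summed over genes, the table holds 2160413 crosslinked reads for FH-DHX36 and 8752127 for FH-DHX36-E335A, a ratio of 4.05. In the paper's Supplementary Data 1, the libraries held 47168586 and 33327437 reads for FH-DHX36, of which 6526254 and 3846160 aligned uniquely, and 34997928 and 24405543 reads for FH-DHX36-E335A, of which 9743156 and 10180497 aligned uniquely. The values used here are those of the deposited table. RNA abundance has no column of its own and was recovered per gene as the scaled crosslinked reads divided by NXPM, minus a constant of 0.001. The 59 genes whose recovered abundance was 0 in either PAR-CLIP are called genes at the abundance floor.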

Autoradiography of the crosslinked, ribonuclease-treated, and radiolabeled FLAG-immunoprecipitate confirmed the isolation of one main ribonucleoprotein particle (RNP) at the expected size of ~116 kDa corresponding to the FH-DHX36 and FH-DHX36-E335A RNPs (Fig. 2a). We recovered bound RNA fragments from the RNPs of two biological replicates per cell line and transformed them into small RNA cDNA libraries for next-generation sequencing. Using the PARalyzer software^31^, we determined clusters of overlapping reads that harbor characteristic T-to-C conversions diagnostic of 4SU-crosslinking events at higher frequencies than expected by chance (see Supplementary data 1 for summary statistics). 

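The deposited table lists 16742 clusters for FH-DHX36 on 5930 genes and 60208 clusters for FH-DHX36-E335A on 9131 genes, a ratio of clusters of 3.60. Genes with a cluster carried a median of 2 FH-DHX36 clusters or 5 FH-DHX36-E335A clusters, and at most 38 and 56. A gene with a cluster had a median of 121 crosslinked reads in the FH-DHX36 PAR-CLIP, with a range from 6 to 30421, and a median of 326 in the FH-DHX36-E335A PAR-CLIP, with a range from 5 to 74361. The number of crosslinked reads per cluster was 129 for FH-DHX36 and 145 for FH-DHX36-E335A. No crosslinked reads were listed for a gene without a cluster. Counting only clusters in the 5'UTR, CDS, 3'UTR and introns gave 15190 and 53080 clusters. The correlation of the replicates was not analysed here, since the table gives 1 value per cell line.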

The biological replicates showed excellent correlation, with an *R*^2^ of 0.79 and 0.93 for the FH-DHX36 and FH-DHX36-E335A PAR-CLIPs, respectively (Supplementary Fig. 2a, b) and allowed us to define a set of reproducible high-confidence binding sites of 19,585 and 67,660 clusters, respectively (Supplementary data 2). The binding profiles of FH-DHX36 and FH-DHX36-E335A were also highly correlated, with an *R*^2^ of 0.66, indicating that inactivation of the helicase domain did not interfere markedly with the binding pattern of the protein (Fig. 2b). 

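NXPM values of the authors' table were compared for the 5669 genes with a cluster in both PAR-CLIPs. The Pearson R^2 of log10 NXPM between FH-DHX36 and FH-DHX36-E335A was 0.707, and Spearman's rho was 0.789. Both are correlations across genes, which are not independent replicates, so that no p-value is given. Both NXPM values of a gene are divided by the same RNA abundance. Without this division, the R^2 of log10 crosslinked reads over the same genes was 0.408 and rho was 0.630. The choice that moved R^2 most was the scale, since untransformed NXPM gave 0.224. Leaving out the DHX36 gene, whose coding sequence is carried by the transgenes, left R^2 at 0.707. As 1 gene among 5669, it could hardly have moved R^2 on this scale. From the correlation of the binding profiles the paper reasons that inactivation of the helicase domain had no marked effect on the binding pattern.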

Among our extensive target list were also 22 of 28 previously published targets of DHX36 (Supplementary data 3).

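All 28 published targets of Supplementary Data 3 are listed in the deposited table. At least 1 FH-DHX36-E335A cluster was found on 19 of them, each with an exonic cluster, and at least 1 FH-DHX36 cluster on 15. Crosslinked FH-DHX36-E335A reads on the 19 genes ranged from 51 on HTT to 7122 on RPS3, with a median of 842, and 17 genes had at least 100. For the 15 genes also found with FH-DHX36 the median was 371 FH-DHX36 reads. HTT, TCEAL8, EIF2AK4 and HAT1 had clusters with FH-DHX36-E335A and none with FH-DHX36. The 9 genes without a cluster in either PAR-CLIP were PLAU, NOTCH1, P4HA2, BCYRN1, IL4, DDX39B, IQSEC2, SLC25A1 and TERC. For comparison, 34.5% of all genes in the table had an FH-DHX36-E335A cluster. That share covers every listed gene, whether or not it is expressed in HEK293. The published targets were not matched for RNA abundance, so that this is no test of enrichment. FH-DHX36-E335A NXPM on the recovered targets ran from 0.0139 for GAPDH and 0.0374 for RPL23 to 26.9 for YY1 and 31.3 for DHX9, and was 0.190 for RPS3.

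**Figure D1:**
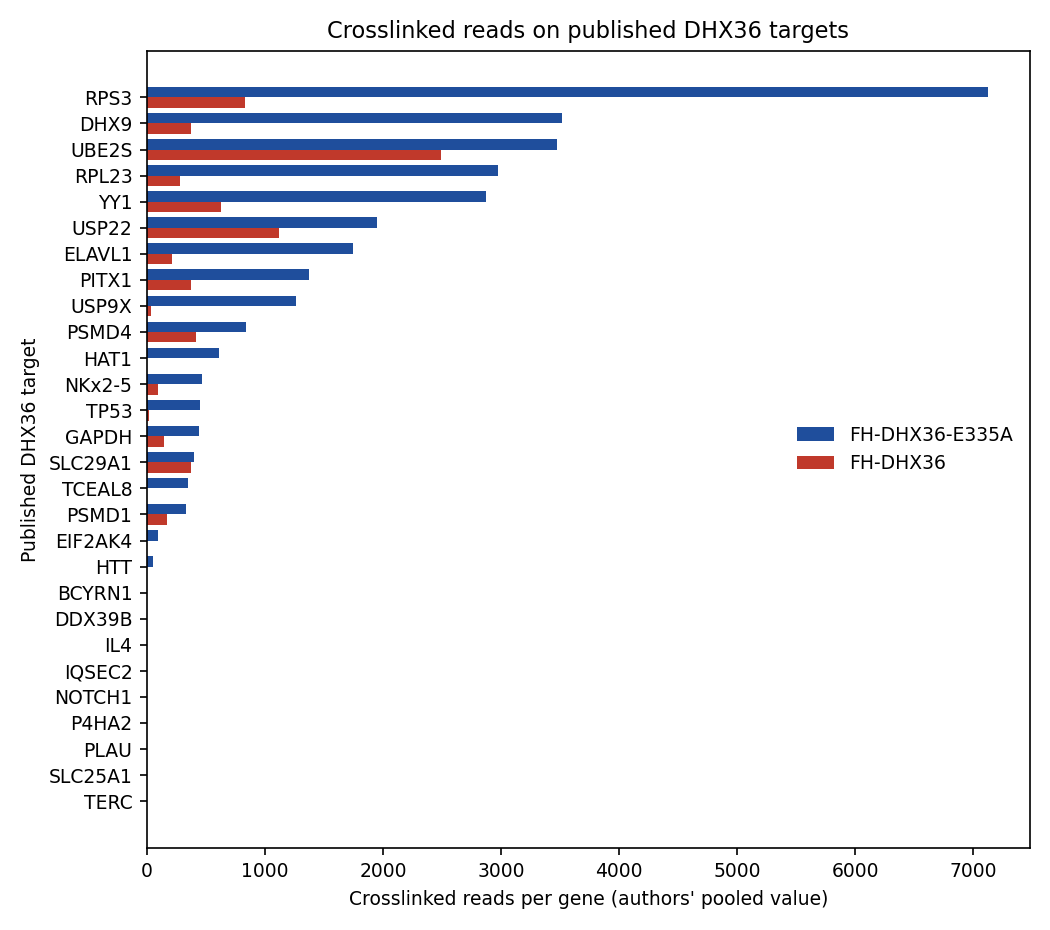
Crosslinked reads per gene (horizontal axis, the authors' pooled value) on the 28 published DHX36 targets (vertical axis) for FH-DHX36-E335A (blue) and FH-DHX36 (red), with bars starting at 0. Of the 28 genes, 19 have a blue bar, from 51 reads on HTT to 7122 on RPS3, and 15 have a red bar.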

**Fig. 2:**
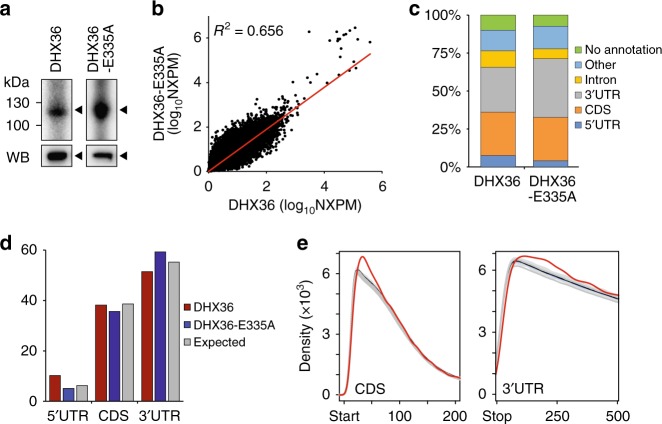
DHX36 interacts with mature mRNAs at thousands of sites. **a** Autoradiographs of crosslinked and radiolabelled FH-DHX36 and FH-DHX36-E335A RNPs separated by SDS-PAGE (black arrowheads). HA, immunoblot for haemagglutinin tag. Source data are provided as a Source Data file. **b** Scatterplot of normalized crosslinked reads per million (NXPM) from FH-DHX36 and FH-DHX36-E335A PAR-CLIP experiments reveals high degree of correlation of high-confidence binding sites. Correlation coefficient (*R*^2^) is indicated. **c** Distribution of PAR-CLIP-derived binding sites from the intersection of two biological replicates across different RNA annotation categories. **d** The distribution of FH-DHX36 (red) and FH-DHX36-E335A (blue) binding sites across CDS, 3′, and 5′ UTRs matches the distribution expected based on the length of the annotation categories (gray). **e** Metagene analysis of the distribution of DHX36 binding clusters 200 nt downstream of the start codon and 500 nt downstream of the stop codon, respectively (red). The distribution of 1000 mismatched randomized controls is shown in gray. The black line indicates the mean of the gray distribution

Consistent with its mainly cytoplasmic localization and interaction with polyadenylated mRNAs (Fig. 1b, c), 70% and 73% of FH-DHX36 and FH-DHX36-E335A binding sites, respectively, mapped to exons of more than 4500 different mRNAs (Fig. 2c). 

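Of the FH-DHX36 clusters in the deposited table, 13270 lay in the 5'UTR, CDS or 3'UTR, a share of 79.3% (95% Wilson interval from 78.6% to 79.9%). Of the FH-DHX36-E335A clusters, 49154 were exonic, or 81.6% (81.3% to 81.9%). These intervals and those given for other shares cover counting error only, since the table does not separate the replicates. Introns held 1920 FH-DHX36 clusters, or 11.5%, and 3926 FH-DHX36-E335A clusters, or 6.52%. The other 1552 and 7128 clusters had another annotation. Exonic clusters were present on 5025 genes in the FH-DHX36 PAR-CLIP and on 8531 genes in the FH-DHX36-E335A PAR-CLIP. The share depended on the denominator. Taken over exonic and intronic clusters alone, the exonic share was 87.4% and 92.6%. Over the paper's number of clusters, a denominator chosen after seeing the data, it was 67.8% and 72.6%. With at least 2 exonic clusters required, 2667 and 6849 genes remained.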

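Of the exonic FH-DHX36 clusters, 10.2% lay in the 5'UTR (95% Wilson interval from 9.72% to 10.8%), 38.3% in the CDS (37.4% to 39.1%) and 51.5% in the 3'UTR (50.7% to 52.4%). For FH-DHX36-E335A, the shares were 5.05% in the 5'UTR (4.86% to 5.24%), 35.7% in the CDS (35.3% to 36.1%) and 59.2% in the 3'UTR (58.8% to 59.7%). The deposited table gives no region lengths. Expected shares were therefore taken from the summed region lengths of the bound genes, using the canonical protein-coding transcript of each in GENCODE release 44 on GRCh37, which is a later annotation of the build the authors used. A transcript was matched for 94.5% of the bound genes with FH-DHX36 and 94.6% with FH-DHX36-E335A. By length alone, 4.75% of FH-DHX36 clusters would fall in the 5'UTR, 42.6% in the CDS and 52.7% in the 3'UTR, so that the observed shares were 2.15, 0.899 and 0.978 times the expected ones. For FH-DHX36-E335A the observed shares were 1.05 times the expected share in the 5'UTR, 0.840 times in the CDS and 1.12 times in the 3'UTR. With the longest transcript in place of the canonical one, the 5'UTR ratio fell to 1.56 for FH-DHX36 and 0.776 for FH-DHX36-E335A. Counted by crosslinked reads in place of clusters, the 3'UTR took 71.9% of exonic FH-DHX36-E335A reads and the CDS 22.9%.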

We did not observe any preference for FH-DHX36 and FH-DHX36-E335A binding sites to reside in coding sequence (CDS) or 3′ and 5′ UTR of mRNA targets compared to chance (Fig. 2d). Nevertheless, a metagene analysis revealed an enrichment of FH-DHX36-E335A binding sites within the first 100 nt of the start codon in the CDS, resembling the binding profile of another cytoplasmic G-rich binding protein, CNBP^20^, as well as directly downstream of the stop codon (Fig. 2e and Supplementary Fig. 2c). Taken together, our data suggested that DHX36 bound and likely regulated a wide range of targets in the cytoplasm, possibly independent from the translation machinery.

### DHX36 binds G-rich targets in cells that form rG4s in vitro

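The relation of binding to transcript length and RNA abundance was computed across the genes with a cluster, as Spearman's rho, without p-values because genes are not independent replicates. Length was that of the canonical transcript, matched for 5592 genes with an FH-DHX36 cluster and 8616 genes with an FH-DHX36-E335A cluster. NXPM rose with length, with a rho of 0.534 for FH-DHX36 and 0.546 for FH-DHX36-E335A. The number of crosslinked reads showed a rho of -0.00896 and 0.0427 with length, and the number of clusters 0.0476 and 0.175. NXPM fell with the recovered RNA abundance, which is its own denominator, with a rho of -0.681 for FH-DHX36 and -0.578 for FH-DHX36-E335A. Crosslinked reads, which are not divided by abundance, rose with it, with a rho of 0.212 and 0.317. For clusters rho with abundance was 0.233 and 0.229. Pearson's r on log10 values had the same sign as rho in each of these comparisons.

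**Figure D2:**
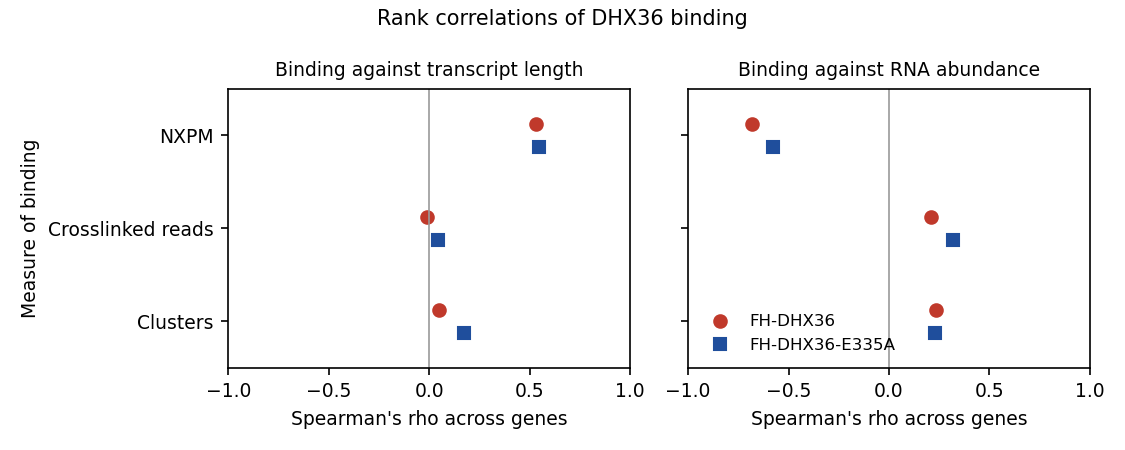
Spearman's rho across genes (horizontal axis, no unit) of NXPM, crosslinked reads and clusters (vertical axis) with transcript length (left) and recovered RNA abundance (right), for FH-DHX36 (red circles) and FH-DHX36-E335A (blue squares). NXPM lies at 0.534 and 0.546 with length and at -0.681 and -0.578 with abundance, and crosslinked reads lie at -0.00896 and 0.0427 with length.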

Binding of FH-DHX36 and FH-DHX36-E335A to mRNAs showed no correlation to transcript length or abundance as determined by RNA-seq in HEK293 cells (Supplementary Fig. 2d–g). This suggested sequence- or structure-dependent determinants of FH-DHX36 binding, rather than unspecific interactions. To determine the RRE of FH-DHX36 and FH-DHX36-E335A, the occurrence of all possible 5mer sequences in our high-confidence binding sites were counted and their *Z*-scores over a background of shuffled sequences of the same nucleotide composition were calculated. Both PAR-CLIP data sets showed an enrichment in 5mers that contain at least three guanines (Fig. 3a, Supplementary data 2), but, in the FH-DHX36-E335A PAR-CLIP additional A/U-rich 5mers were identified (Fig. 3a and Supplementary data 2). Similarly, MEME^32^ revealed a G-rich RRE, that matched the criteria for rG4 formation^33^ (Fig. 3b). Oligonucleotides corresponding to the consensus RRE or to PAR-CLIP binding sites of four top target genes indeed folded into G4s in vitro confirmed by circular dichroism spectrometry (Fig. 3c, d and Supplementary Fig. 3a–c). Furthermore, FH-DHX36 specifically bound to the G4-forming consensus RRE in microscale thermophoresis experiments (Supplementary Fig. 3d).

**Fig. 3:**
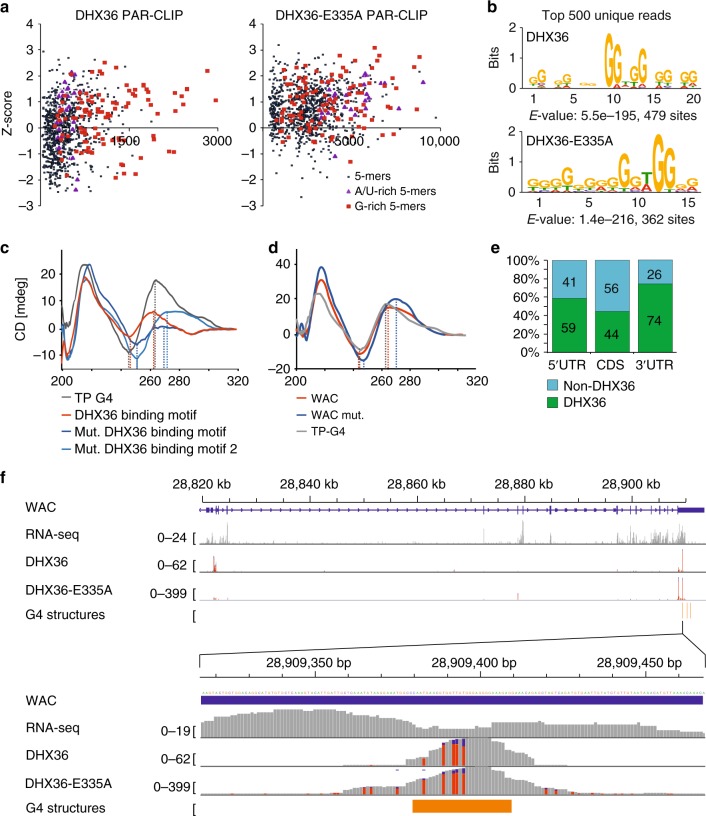
DHX36 recognizes quadruplex-forming G-rich sequence stretches on mRNA. **a** A comparison of Z-scores and occurrence of all possible 5mers shows an enrichment of G-rich sequences in FH-DHX36 PAR-CLIP binding sites (left panel). Same analysis for FH-DHX36-E335A PAR-CLIP (right panel) shows additional enrichment for A/U-rich 5mers. 5mers containing at least three Gs (red squares) or being A/U-rich (purple triangles) are highlighted. **b** Weblogo of the RNA recognition element of FH-DHX36 (top) and FH-DHX36-E335A (bottom) PAR-CLIP binding sites generated by MEME (*P*-value <0.0001) using the top 500 unique reads. **c** Circular dichroism spectra of oligonucleotides (Supplementary Table 1) after performing a G4-folding protocol. The FH-DHX36 PAR-CLIP-derived RRE (red) shifts towards peaks of positive control TP-G4 (gray), whereas two mutated binding motifs (light and dark blue) do not shift. Lines represent mean of ten subsequent measurements. **d** Same as **c** but with a native DHX36 RRE of the WAC mRNA (red) and a mutated version (blue) (Supplementary Table 1). Source data are provided as a Source Data file. **e** Percent of sites in the human transcriptome forming rG4s in vitro^10^ categorized by 5′ UTR, CDS, and 3′ UTR found in DHX36 PAR-CLIP binding sites (green). **f** Top panel: screenshot of the FH-DHX36 and FH-DHX36-E335A PAR-CLIP binding sites for the representative target mRNA WAC. The gene structure is shown, as well as coverage from a HEK293 RNA-seq experiment. The bottom two tracks show the alignment of sequence reads with characteristic T-to-C mutations from a FH-DHX36 and FH-DHX36-E335A PAR-CLIP experiment. Bottom panel: close-up of the indicated region in the 3′ UTR of WAC. rG4s formed in vitro^10^ are indicated in orange

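WAC lies on the plus strand of chromosome 10 of GRCh37 from 28822047 to 28912041. Its canonical transcript has 14 exons, with a 5'UTR of 462 nt, a CDS of 1944 nt and a 3'UTR of 3506 nt, from 28908536 to 28912041 in the last exon. The table lists 29 FH-DHX36-E335A clusters on WAC, 10 of them in the 3'UTR, 9 in the CDS and 4 in introns, with 14177 crosslinked reads. The 3'UTR held 11440 of these reads, the CDS 1329 and introns 459. For FH-DHX36 the table lists 8 clusters and 1346 crosslinked reads, with 417 reads in the 3'UTR, 24 in the CDS and 835 in introns. WAC had an NXPM of 287 with FH-DHX36-E335A and 111 with FH-DHX36. The table gives no cluster positions. The WAC 3'UTR was searched for at least 4 runs of at least 2 guanines, separated by 1 to 7 nt. There was 1 match, GGTTGTGGGAGGGGAAAGAGG, of 21 nt, from 28909390 to 28909410. With 20 nt on either side the sequence reads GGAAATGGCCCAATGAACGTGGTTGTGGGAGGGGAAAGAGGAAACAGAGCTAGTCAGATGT.

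**Figure D3:**
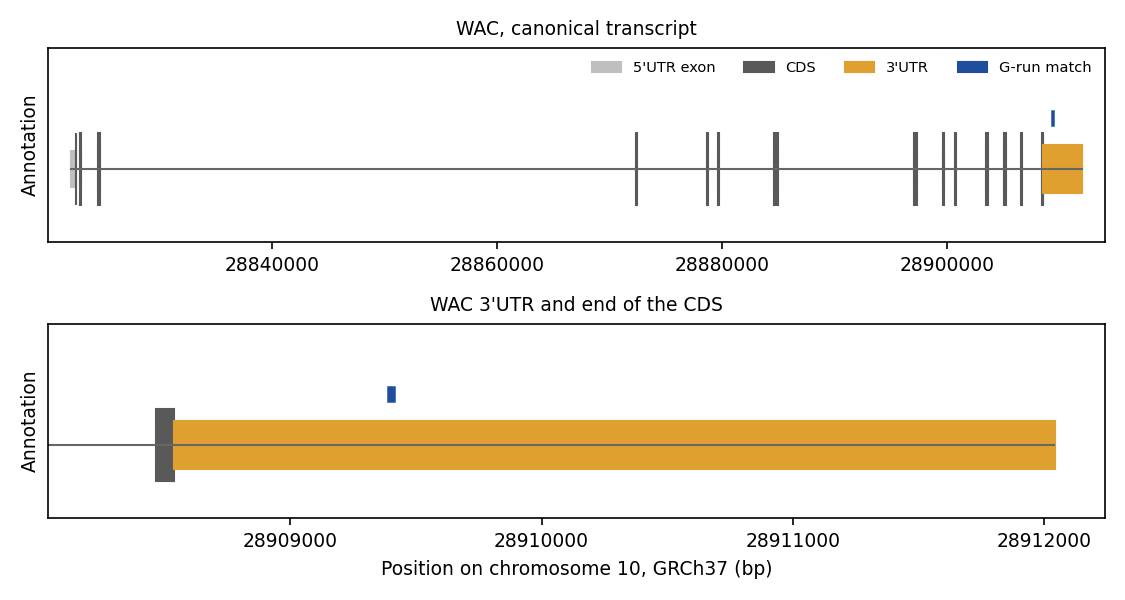
Map of WAC on chromosome 10 of GRCh37 (horizontal axis, position in bp), with the whole canonical transcript above and its 3'UTR with the end of the CDS below. The 3'UTR (orange) runs from 28908536 to 28912041, and the G-run match (blue) lies in it from 28909390 to 28909410.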

In the following, we will focus our functional analysis on mRNA targets obtained by FH-DHX36-E335A PAR-CLIP, considering its high correlation with the FH-DHX36 PAR-CLIP (Fig. 2b), resulting in the identification of similar RREs (Fig. 3b), and its greater sequencing depth. 

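Of the genes with an FH-DHX36 cluster, 95.6% also had an FH-DHX36-E335A cluster. These shared genes made up 62.1% of the genes with an FH-DHX36-E335A cluster. They held 99.2% of the FH-DHX36 crosslinked reads and 91.5% of the FH-DHX36-E335A crosslinked reads. The 3462 genes bound by FH-DHX36-E335A alone had a median of 108 crosslinked reads there, compared with 627 for the genes bound in both. The 261 genes bound by FH-DHX36 alone had a median of 41 reads, compared with 130. Of the genes bound in both, 5060 had more crosslinked reads with FH-DHX36-E335A, the PAR-CLIP with more crosslinked reads in all, and 607 had more with FH-DHX36. As a share of all crosslinked reads of each PAR-CLIP, a comparison chosen after seeing the data, 3030 genes were higher with FH-DHX36-E335A and 2639 with FH-DHX36. Among genes with clusters in both PAR-CLIPs and a recovered RNA abundance of at least 1, the highest FH-DHX36-E335A NXPM values were 1217 for KMT2D, 1199 for ERC1, 1052 for DHX36, 802 for HECA and 766 for POU3F2. The highest FH-DHX36 NXPM values were 2649 for DHX36, 1845 for RBM12B, 1735 for CEP350, 1712 for ZNF561 and 1430 for KMT2D. NXPM counts reads of every annotation, so that a high value need not stand for exonic binding. Introns held 62760 of 62956 FH-DHX36-E335A reads on ERC1 and 7977 of 7993 FH-DHX36 reads on CEP350. All 6894 FH-DHX36 reads on ZNF561 came from 1 CDS cluster. DHX36 is also the gene carried by the transgenes. The CDS held 15770 of its 19208 FH-DHX36 reads, and its 3'UTR had no FH-DHX36 cluster.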

Note that we obtained comparable results using the wild-type DHX36 PAR-CLIP data, as shown in the Supplementary Figures complementing the main functional analyses presented below.

Using this data, we asked whether DHX36 binding sites enriched at sequences in the human transcriptome that formed rG4s in vitro^10^. We found that 74% of the rG4s identified in the 3′ UTR were recovered in the FH-DHX36-E335A PAR-CLIP (Fig. 3e). 59% and 44% of the rG4 sites in 5′ UTR and CDS, respectively, also overlapped with FH-DHX36-E335A PAR-CLIP binding sites. Collectively, our in vivo and in vitro data showed that FH-DHX36 is preferentially binding thousands of mature mRNAs at G-rich elements in the CDS and UTRs, many of which were shown to form rG4s (Fig. 3f, Supplementary Fig. 3e), further supporting the hypothesis that DHX36 is acting on these structures in vivo.

### Loss of DHX36 activity leads to target mRNA stabilization

RNA structures, including rG4s, impact RNA turnover, localization, and translation^5,16,17,34^. In order to investigate the gene regulatory roles of DHX36 in loss-of-function studies, we created DHX36-knockout (KO) HEK293 cells using Cas9 targeted to the DHX36 gene with a single guide RNA. Sequencing of the DHX36 genomic locus (Supplementary Fig. 4b) and western blotting of the clone used in follow-up experiments confirmed an extensive deletion and loss of detectable protein (Supplementary Fig. 4c). Although DHX36 overexpression showed little impact, DHX36 loss had a profound effect on the growth rate and morphology of HEK293 cells. KO cells proliferated at ~50% growth rate compared to parental HEK293 (Supplementary Fig. 4d) and cells appeared incapable of spreading evenly in the culture dish (Supplementary Fig. 4e), in agreement with a cell proliferation defect found in hematopoietic cells of conditional DHX36-KO mice^35^. This phenotype depended on the DHX36 helicase function and could be rescued by introduction of a FH-DHX36 transgene, but not by the mutant FH-DHX36-E335A, which even further reduced proliferation rates (Supplementary Fig. 4f, g).

Using DHX36-KO cells, we investigated the effect of DHX36 on target mRNA abundance using RNA-seq (Supplementary data 4). Loss of DHX36 led to an increase in target mRNA levels, dependent on the number of DHX36 binding sites (Supplementary Fig. 5a, c) or the number of crosslinked reads per target mRNA normalized by overall mRNA abundance (normalized crosslinked reads per million, NXPM) (Fig. 4a, Supplementary Fig. 5d). We previously found that both metrics correlated well with the occupancy of an RBP on its target^30,36,37^. For the top FH-DHX36-E335A targets binned by cluster number (>20 clusters, *n* = 218) or NXPM (NXPM > 100, *n* = 381) mRNA levels were increased upon DHX36 loss by 25 and 15%, respectively. By binning our targets according to DHX36 binding in the 3′ UTR, 5′ UTR, or CDS, we found that binding to the UTRs conferred a considerably stronger effect on mRNA abundance compared to CDS binding sites (Fig. 4b, c and Supplementary Fig. 5b, e, f, g). In the FH-DHX36-E335A PAR-CLIP we recovered additional AU-rich clusters in addition to the G-rich binding sites (Fig. 3a); however, in our analysis we were not able to tease out whether they also contributed to mRNA abundance changes, considering that we found no transcripts that showed robust AU-rich sites, without G-rich clusters nearby. Because of the large overlap of DHX36 binding sites with rG4s (Fig. 3e), we tested the effect of DHX36-KO on the abundance of rG4-mRNAs. Indeed, target mRNAs harboring an rG4s in vitro increased in abundance by ~16% in DHX36-KO cells, indicating that DHX36 was involved in their regulation (Fig. 4d). Finally, we confirmed with qPCR analysis that the levels of two different endogenous targets, WAC and PURB, increased by DHX36-KO (Fig. 4e and Supplementary Fig. 5h).

**Fig. 4:**
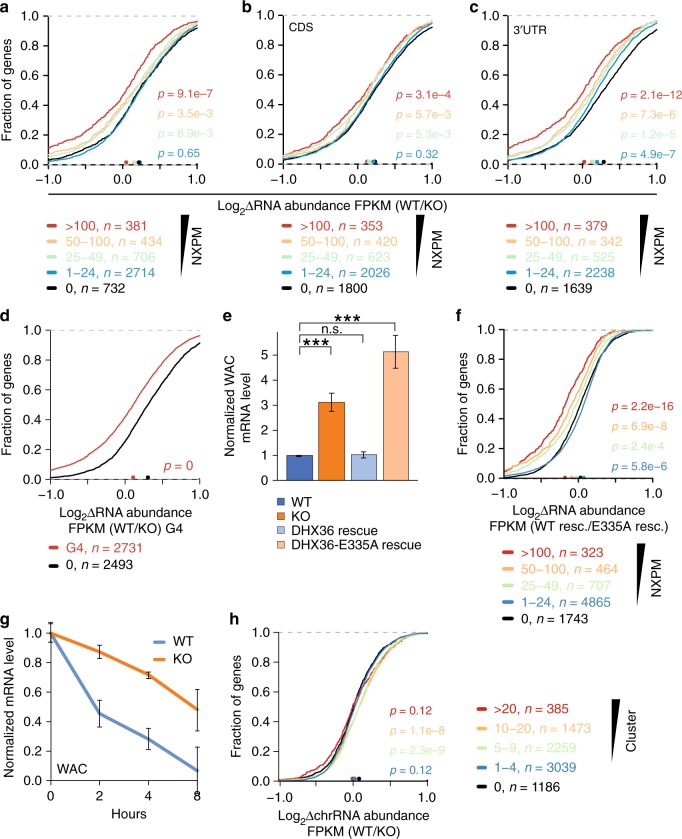
DHX36-KO results in increased target RNA abundance. **a** DHX36-KO results in an increased target mRNA abundance shown by CDF comparing changes in target mRNA abundance of DHX36-KO (*n* = 3) and parental HEK293 cells (*n* = 3). Target mRNAs were binned in accordance to the number of NXPM obtained by DHX36-E335A PAR-CLIP. Significance was determined using a two-sided Kolmogorov–Smirnov (KS) test. **b** Same as in **a**, except mRNAs were binned based on the number of NXPM in the CDS. **c** Same as in **a**, except mRNAs were binned based on the number of NXPM in the 3′ UTR. **d** Same as in **a**, except mRNAs were binned based on whether they harbor a G4-site identified previously^10^ overlapping with PAR-CLIP binding sites. **e** Quantification of WAC mRNA levels in HEK293 wild-type cells (WT), DHX36-KO cells (KO), DHX36-KO cells with FH-DHX36 overexpression (DHX36 rescue), and DHX36-KO cells with FH-DHX36-E335A overexpression (DHX36-E335A rescue) by RT-qPCR. WAC mRNA levels were normalized to the level of U6 snRNA. Median WAC WT levels were scaled to 1. Significance was calculated using a Student’s *t*-test (*n* = 3). Significance levels: *P < 0.05, **P < 0.01, and ***P < 0.001 compared to normalized WT WAC level. Error bars represent standard deviations of three experiments. **f** Same as in **a**, except target mRNA abundance in HEK293 DHX36-KO cells with FH-DHX36 overexpression were plotted over target mRNA abundance in HEK293 DHX36-KO cells with FH-DHX36-E335A overexpression. **g** DHX36 target mRNA WAC show increased half-life upon DHX36-KO shown by qPCR after transcriptional block with actinomycin D and isolation of RNA at the indicated timepoints. Error bars represent standard deviations of three experiments. **h** DHX36 regulates target mRNA abundance at a posttranscriptional rather than transcriptional level shown by CDFs comparing changes in nascent target mRNA abundance purified from chromatin of DHX36 knockout cells (*n* = 3) and parental HEK293 cells (*n* = 3). Target mRNAs were binned in accordance to the number of binding sites obtained by DHX36-E335A PAR-CLIP. Significance was determined using a two-sided KS test. Source data are provided as a Source Data file

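In the deposited table, 473 genes had an FH-DHX36-E335A NXPM above 100, 548 from 50 to 100, 832 of at least 25 and under 50, and 5602 of at least 1 and under 25. A further 1676 genes had a value above 0 and under 1, and 17359 were at 0. These are the authors' values for all genes of the table. How many of them entered the RNA-seq comparison was not analysed here. Of the 473 genes above 100, 52 were at the abundance floor, where division by the constant of 0.001 alone gave NXPM values from 1485 to 393847, and 421 were not. The regional NXPM values are scaled to the reads of the region. In the 3'UTR 558 genes were above 100, and in the CDS 374. Of the 473 genes, 201 were also above 100 in the FH-DHX36 PAR-CLIP, where 402 genes exceeded this value.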

Next, we tested whether DHX36 required its helicase function for transcriptome remodeling and profiled mRNAs of DHX36-KO cells stably expressing FH-DHX36 or FH-DHX36-E335A (Supplementary Fig. 4f, Supplementary data 4). As expected, considering that DHX36-E335A was incapable of rescuing the cellular phenotype of DHX36 loss (Supplementary Fig. 4g), cumulative distribution analysis of DHX36 PAR-CLIP targets revealed that only expression of the wild-type construct was able to revert the effect of DHX36 loss on target mRNA abundance (Fig. 4f).

We reasoned that a direct posttranscriptional gene regulatory activity was the likeliest role for DHX36, considering its cytoplasmic localization and strong RNA-binding. We selected four DHX36 targets, WAC, PURB, NAA50, and SLMO2, that were among the top 100 DHX36 targets in our PAR-CLIP analysis and accumulated in DHX36-KO cells and found that their half-lives significantly increased in DHX36-KO cells (Fig. 4g, Supplementary Fig. 5i–k). Nevertheless, DHX36 was previously shown to unwind DNA and RNA G4s^25,27^ and thus, we formally investigated whether the accumulation of target transcripts in DHX36-KO was partly due to an increase in their transcription. 

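Ranked by FH-DHX36-E335A NXPM among all genes of the table, PURB was at position 73, WAC at 132, NAA50 at 258 and SLMO2 at 948. By the number of crosslinked reads, SLMO2 ranked 31, PURB 36, WAC 38 and NAA50 48. The read counts were 14995 for SLMO2, 14278 for PURB and 12740 for NAA50, and the 3'UTR held 14616, 11303 and 11321 of them. By the number of clusters, PURB with 49 clusters ranked 10 and NAA50 with 34 ranked 56, while WAC ranked 117 and SLMO2 with 17 clusters ranked 613. PURB is a gene of 1 exon on the minus strand of chromosome 7 of GRCh37 from 44915898 to 44925129, with a 3'UTR of 8111 nt that held 7 matches to the G-run pattern. NAA50 is on the minus strand of chromosome 3 from 113435305 to 113465096, with 6 matches in a 3'UTR of 5302 nt. SLMO2, which the annotation lists as PRELID3B, is on the minus strand of chromosome 20 from 57608200 to 57617841, with 2 matches in a 3'UTR of 1862 nt. Longer 3'UTRs have more room for chance matches, and the table does not place the clusters, so that the matches are not tied to binding sites here.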

Compared to wild-type cells DHX36-KO cells showed no increase in newly-synthesized target mRNAs (Fig. 4h and Supplementary data 6), profiled by sequencing of nascent chromatin-associated RNA^38^. Taken together, our results indicate that—at least in HEK293 cells—DHX36 regulates gene expression exclusively in a posttranscriptional manner, and that its loss results in the stabilization of target mRNAs in a helicase-dependent manner.

### DHX36 increases translational efficiency of its targets

Next, we asked whether the accumulation of target mRNA levels upon DHX36 loss resulted in a concomitant change in translation. We measured the impact of DHX36 on ribosome occupancy on its targets using ribosome footprinting^39^ (Ribo-seq) in DHX36-KO and the corresponding parental cells (Supplementary data 5). Surprisingly, DHX36 loss resulted in a marginal, albeit statistically significant decrease in ribosome-protected fragments (RPFs) (*P* < 10^–5^, two-sided Kolmogorov–Smirnov (KS) test, Fig. 5a–e and Supplementary Fig. 6a, c, d), particularly for sites in the CDS (Fig. 5b, c and Supplementary Fig. 6b, e, f). We also measured changes in global protein levels using stable isotope labeling in cell culture (SILAC) followed by mass spectrometry. A modest but significant decrease in protein levels from DHX36 top targets upon DHX36 loss was detected, which is consistent with the decrease in RPFs (Fig. 5d and Supplementary Fig. 5h and Supplementary data 5).

**Fig. 5:**
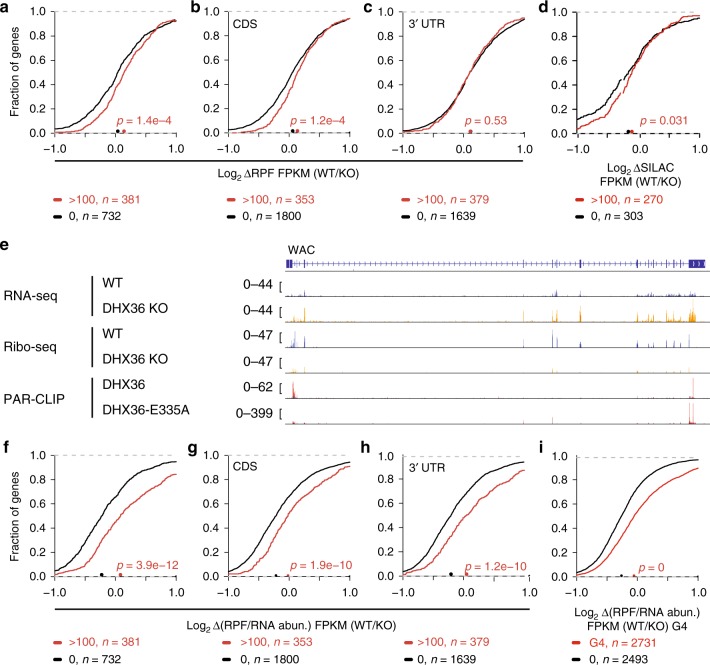
DHX36-KO results in reduced target mRNA translation efficiency. **a** Cumulative distribution function comparing changes in ribosome-protected fragments (RPFs) of DHX36-KO (*n* = 3) and parental HEK293 cells (*n* = 3). Target mRNAs are binned in accordance to the number of NXPM obtained by DHX36-E335A PAR-CLIP. Significance was determined using a two-sided KS test. **b** Same as in **a**, except target mRNAs were binned in accordance to NXPM in the CDS. **c** Same as in **a**, except mRNAs were binned based on the number of NXPM in the 3′ UTR. **d** Same as in **a**, except protein abundance changes as determined by SILAC were plotted. **e** Screenshot of RNA-seq and Ribo-seq coverage in wild-type and DHX36-KO HEK293 cells on the representative DHX36 target WAC. Bottom two tracks show the coverage for DHX36 and DHX36-E335A PAR-CLIP. **f** Cumulative distribution function comparing changes in translation efficiency (TE, RPF/RNA abundance) of DHX36-KO (*n* = 3) and parental HEK293 cells (*n* = 3). Target mRNAs are binned in accordance to the number of NXPM obtained by DHX36-E335A PAR-CLIP. Significance was determined using a two-sided KS test. **g** Same as in **f**, except mRNAs were binned based on the number of NXPM in the CDS. **h** Same as in **f**, except mRNAs were binned based on the number of NXPM in the 3′ UTR. **i** Same as in **f**, except mRNAs were binned based on whether they harbor a G4-site identified previously^10^ overlapping with PAR-CLIP binding sites or not

We calculated the average density of ribosomes on each mRNA in DHX36-KO and control cells by normalizing the number of RPFs with the mRNA abundance. This score, known as the translational efficiency (TE), normalizes for mRNA abundance and approximates the translational output per mRNA molecule of a given gene^39^. DHX36-KO strongly correlated with a decreased TE on DHX36 targets (~27% decrease for the 381 top DHX36 targets with NXPM > 100, respectively) (Fig. 5f). Interestingly, the decrease in target TE upon DHX36-KO was again more pronounced in targets bound in the UTRs than in the CDS (Fig. 5g, h and Supplementary Fig. 6i). We found that rG4-forming RNAs exhibited a 17% decreased TE upon DHX36-KO (Fig. 5i), further supporting a role of DHX36 in resolving rG4s.

We complemented our systems-wide data and studied the impact of DHX36 binding to selected target sites and generated reporter cells stably expressing an mCherry-coding transgene fused to G4-forming DHX36 PAR-CLIP binding sites and controls. We used the rG4-forming binding site in the WAC and PURB mRNA 3′ UTR and mutants that were not able to fold into an rG4 (Fig. 3d, Supplementary Fig. 3b), as well as two non target sequences from the DDX5 mRNA (Supplementary Fig. 7a). As expected, reporter protein expression did not change for the control plasmids, but was reduced upon DHX36-KO for the DHX36 wild-type cluster plasmids (Supplementary Fig. 7b). Mutation of the rG4-forming element in the DHX36 binding site made the reporters insensitive to DHX36-KO, strengthening our hypothesis that DHX36 promoted translation by unwinding of rG4 elements. Taken together with our observation that >90% of DHX36 proteins did not co-sediment with translating ribosomes (Fig. 1d) and thus unlikely influenced translation elongation, our data suggest that DHX36 increased the translational competence of mRNAs, possibly allowing access to the translational machinery either by resolving rG4s blocking translation initiation or by changing localization of target mRNAs.

### DHX36 unwinds rG4s to increase translational efficiency

We hypothesized that if DHX36 functions in resolving rG4s and other structures on mRNA, the DHX36-KO will result in an increase in rG4 formation in living cells. Thus, we stained G4 structures in wild-type and DHX36-KO cells using the BG4 antibody specific for DNA and RNA G4^11,40^ (Fig. 6a). We observed a strong BG4 signal from the nucleus that only marginally changed upon DHX36-KO and likely represented DNA G4 (Fig. 6a, b). In contrast, BG4 signal from the cytoplasm increased by ~1.5-fold, indicating an accumulation of rG4s upon DHX36-KO that corresponded in magnitude with the levels of DHX36 target mRNA stabilization (Fig. 6a–c). Whereas treating wild-type cells with carboxypyridostatin (cPDS), a small molecule that specifically stabilizes rG4s^11^, resulted in even higher cytoplasmic BG4 signal compared to DHX36-KO, additional rG4s in DHX36-KO were sensitive to RNase A treatment (Fig. 6c, Supplementary Fig. 8), confirming that the cytoplasmic BG4 signal originated from RNA containing G4s.

**Fig. 6:**
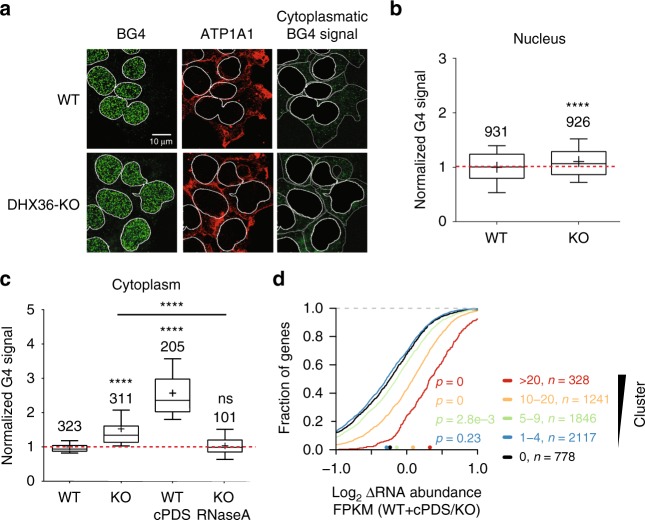
DHX36 is involved in resolving of rG4s in living cells. **a** DHX36 loss results in increased cytoplasmic rG4 signal, revealed by labeling of wild-type and DHX36-KO HEK293 cells with the BG4 antibody (green). Anti-alpha 1 sodium potassium ATPase (ATP1A1) served to mark the cytoplasm (red) and allow removal of the nuclear signal. Panels with masked nuclear signal allow visualization of the increased BG4 signal in the cytoplasm in DHX36-KO cells. Scale bar, 10 µm. **b** Nuclear G4 levels determined by fluorescence intensity of cells normalized over WT. Mean of two biological replicates. Numbers indicate analyzed nuclei. Horizontal lines and plus signs represent median and mean values, respectively. Error bars show the distribution from the 10th to 90th percentile. Significance was determined using a two-sided KS test (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001). **c** Same analysis as in **b**, except fluorescence intensity of the cytoplasmic compartment was calculated by subtracting the nuclear signal from total cell fluorescence. If applied, additional treatment of samples is indicated. **d** Stabilization of G4 structures using carboxypyridostatin (cPDS) in HEK293 cells results in the accumulation of DHX36-E335A PAR-CLIP targets to a larger degree than DHX36-KO as shown by CDFs comparing changes in target mRNA abundance of DHX36 knockout cells (*n* = 3) and parental HEK293 cells treated with cPDS (*n* = 3). Target mRNAs were binned in accordance to the number of binding sites obtained by DHX36-E335A PAR-CLIP. Significance was determined using a two-sided KS test. Source data are provided as a Source Data file

Next, we tested whether the unresolved rG4s in target mRNAs upon DHX36 loss led to the observed mRNA stabilization. We profiled the transcriptome of HEK293 cells after treatment with cPDS and observed a significant increase in DHX36 target mRNA abundance, even exceeding the effect of DHX36 loss (Fig. 6d and Supplementary data 6). Taken together, our data suggest that DHX36 loss resulted in increased abundance of rG4s and that the formation of these structures stabilized the RNA without corresponding increase in translation.

### DHX36 loss activates the cellular stress response

We hypothesized that reduced translation initiation upon DHX36 loss was unlikely to account for the observed reduced translational efficiency, considering that DHX36 binding in 3′ UTR was as efficient in promoting translation as binding in the 5′ UTR. More likely, rG4 and other structure formation in target mRNAs upon DHX36 loss resulted in their sequestration into translationally inactive subcellular compartments, such as stress granules (SG) or P-bodies. DHX36 itself was found to localize to SGs^22^ and thus, we cross-referenced our PAR-CLIP data with a recently published dataset of transcripts enriched in SGs^41^. Indeed, DHX36 targets and transcripts harboring rG4s^10^ were among the mRNAs significantly enriched in SGs (Fig. 7a, b). Furthermore, DHX36-KO cells did show signs of cellular stress, such as reduced proliferation and morphological changes (Supplementary Fig. 3). This is in agreement with in vivo data suggesting an essential function of DHX36 in development^29,35,42^. Western blot analysis further revealed that the abundance of one of the markers of the cellular stress response, phosphorylated PKR/ElF2AK2 (phospho-PKR)^43^, was significantly increased in DHX36-KO cells, even without stress induction (Fig. 7c), whereas levels of unphosphorylated PKR stayed normal (Supplementary Fig. 9). Phospho-PKR levels could be rescued by transgenic expression of FH-DHX36 but further increased by expression of the mutant FH-DHX36-E335A (Fig. 7c). In addition, DHX36-KO cells showed an higher percentage of stress granules in the absence of any stress stimuli, determined by fluorescence microscopy. This effect could be almost completely rescued by reintroduction the transgenic wild-type helicase into the DHX36-KO cells (Fig. 7d). Our data suggest that the increased rG4 formation resulting from DHX36-KO on one hand triggers the cellular stress response, and on the other hand leads to translational silencing of rG4-containing transcripts, possibly by sequestration in SGs and their seeds/precursors^44^.

**Fig. 7:**
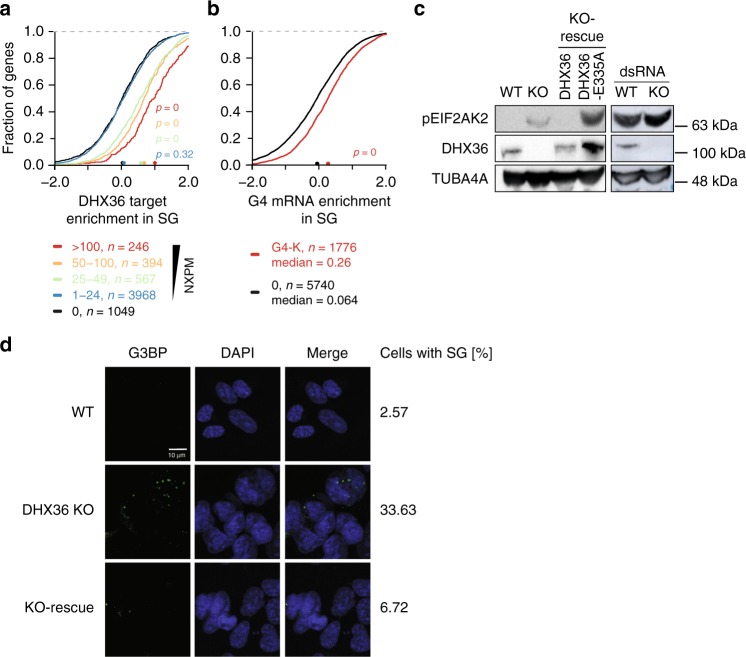
DHX36 mRNA targets are enriched in stress granules. **a** Cumulative distribution function showing enrichment of DHX36 mRNA target levels in stress granules compared to non-targets. Target mRNAs are binned in accordance to the number of NXPM obtained by DHX36-E335A PAR-CLIP. Significance was determined using a two-sided KS test. **b** Cumulative distribution function showing enrichment of G4-forming DHX36 mRNA target levels in stress granules compared to non-targets. Target mRNAs are binned based on whether they harbor a G4-site identified previously^10^ overlapping with PAR-CLIP binding sites or not. Significance was determined using a two-sided KS test. **c** Western blot analysis of wild-type HEK293 cells (WT), DHX36-KO cells (KO), DHX36-KO cells with transgenic FH-DHX36 expression (DHX36-KO rescue), and DHX36-KO cells with FH-DHX36-E335A expression (DHX36-E335A-KO rescue). Positive control for PKR phosphorylation by dsRNA transfection is shown on the right. Source data are provided as a Source Data file. **d** DHX36 loss results in increased SG formation, revealed by labeling of wild-type, DHX36-KO, and DHX36-KO wild-type rescue HEK293 cells with a G3BP antibody (green). Stress granules were counted and divided by the number of cells. Scale bar, 10 µm

## Discussion

Here we present a comprehensive and systems-wide characterization of the targets and function of the DEAH-box helicase DHX36. We identified RNA-binding sites transcriptome-wide, delineated consensus binding motifs, and globally defined the effect of DHX36 loss on target mRNA abundance and translation. Before our systems-wide study a handful of DHX36 targets, which we largely recovered, were identified^24,26,29,45^ (Supplementary data 3), however, the regulatory impact of DHX36 remained unclear. For example, it remained unresolved what cellular compartment DHX36 preferentially localizes to^24^, whether it preferred DNA^25,27^ or RNA^24^ as ligands, and whether it specifically recognized G4 structures^23,46^, or also AU-rich elements^24^, leading to varying hypotheses about its cellular function. Our data clearly demonstrate that, at least in HEK293 cells, DHX36 is a cytoplasmic mRNA binding protein (Figs. 1 and 2). Although there may conceivably be cell-type-specific differences in protein localization, our data are in agreement with two recent mRNA interactome studies in HeLa and HEK293 cells, where DHX36 scored as an RBP binding polyadenylated RNA^47,48^.

We were able to demonstrate that DHX36 preferentially bound G-rich binding motifs, that significantly overlapped with sites forming rG4 structures in vitro^10^ (Fig. 3). Nevertheless, a DHX36 mutant with an inactive helicase (DHX36-E335A) domain also crosslinked at AU-rich sequences, suggesting that these sites may serve as additional recruitment platforms, but that the active protein rapidly translocates to the more structured G-rich regions being unwound. This is in line without observation that the vast majority of additional AU-rich binding sites in the DHX36-E335A are on mRNAs with additional G-rich binding motifs. Although ~2,000 of our sites were shown to form rG4s in vitro^10^ and also fulfill predictive criteria for G4 folding, recent studies suggest that rG4s can form with less guanines and longer loops than previously estimated^18,33^, possibly resulting in an underestimation of rG4s in our data.

In contrast to prokaryotes, in eukaryotes thousands of sites in the transcriptome form stable rG4s in vitro^9,10^, but appear to be globally unfolded in vivo^9^, leading to the proposal of a specialized machinery regulating their formation. Guo and Bartel were not able to detect rG4 formation by DMS-seq after DHX36 knockdown or partial ATP depletion and speculated that helicase-independent RBPs globally resolved rG4s^9^. Nevertheless, considering that at least eight different DEAH or DEAD-box helicases are candidates to interact with rG4s^19,49,50^ and likely compensate for each other’s loss, it remains unclear whether DMS-seq would be sensitive enough to reliably detect rG4 formation after the knockdown of a single factor. Compensation by other helicases is well-documented for DNA G4 in yeast, where Rrm3 is able to rescue Pif1 loss^51^. The fact that DHX36-KO cells remain viable with a growth defect and only exhibit an ~1.5-fold increase in rG4 detectable by immunofluorescence (Fig. 6) and an ~30% accumulation of the best DHX36 target mRNAs (Fig. 4) does hint at a larger network of rG4-resolving factors in vivo. The factors partially compensating for DHX36 loss remain to be identified; the two other rG4-unfolding factors characterized in a systems-wide manner, EIF4A1 and CNBP^5,20^, can be excluded considering that they act on 5′ UTR and CDS rather than 3′ UTR and directly influence translation in contrast to DHX36. Finally, DHX36 prefers to unwind parallel G4 structures, exactly the kind typically formed on RNA, further supporting its posttranscriptional regulatory role in the cytoplasm^25^.

Most studies focused on rG4 in mRNA 5′ UTR and CDS^5,16,17,20,52^, and their possible impact on translation elongation^53^, ribosomal frameshift^54^, and no-go decay^55^. rG4 in 3′ UTR are studied less intensively, but have been implicated most prominently in cleavage and polyadenylation site selection, resulting in differential isoform expression^15^. To our knowledge our study provides the first link between regulation of rG4 formation in 3′ UTRs and mRNA stabilization (Fig. 4) and a simultaneous marked reduction in translational efficiency (Fig. 5). We excluded a direct DHX36 effect on translation, considering that only a minority of DHX36 was found on polysomes and coverage of RPFs did not change in DHX36-KO HEK293 cells. This contrasts with a recent report that showed DHX36 associating with polysomes and affecting translation of small open reading frames in the 5′ UTR of HeLa cells, observations we did not see in our cells using thoroughly validated reagents, possibly reflecting the use of a different cell system^56^. Loss of DHX36 did not affect the distribution of ribosome density at either translation initiation, termination, or rG4 forming sites within the CDS, further indicating that DHX36 does not directly affect the translation machinery. Thus, the stabilized G-rich target mRNA in DHX36-KO cells were not translational competent, either due to decreased translation initiation, or by sequestration of these RNAs into granules, such as P-bodies or SGs (Fig. 8). Our data are more congruent with DHX36 target mRNAs accumulating in SGs or their precursors/seeds^44^ that are difficult to detect by microscopy, considering (1) that these granules store untranslated mRNAs and may recruit rG4^22,57–59^, (2) DHX36 itself is recruited to SGs^22^, and (3) DHX36 target mRNAs in general and those that form rG4s in vitro in particular enrich in SGs (Fig. 7). Furthermore, DHX36-KO cells exhibited increased levels of SGs and of the cell stress marker phospho-PKR, implying that DHX36-KO cells were inherently stressed, while accumulating DHX36 target mRNAs and rG4s (Figs. 6 and 7). We speculate that unresolved rG4s themselves caused the stress response. This observation may also be linked to the role of a number of DExD/H-box helicases as RNA sensors^60^ in the innate immune response triggering stress, or as essential host factors for the replication of viruses^60^ that frequently contain G4s in their genomes^61^. In summary, our data serve as a comprehensive resource for studying target interactions of RNA helicases that are underrepresented in systems-wide interaction studies and provide a new link between rG4 formation and transcript stability on one hand and the stress response on the other hand.

**Fig. 8:**
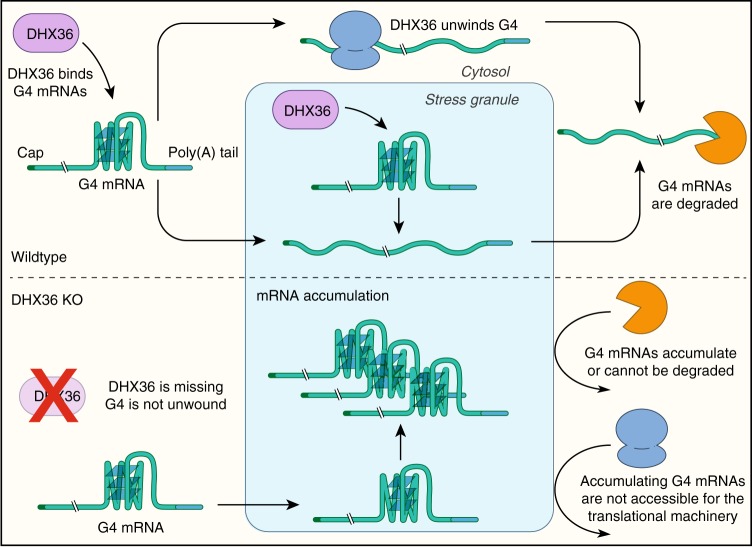
Schematic of our model of DHX36 function. DHX36 helps unwind G4 structures forming in the 3′UTR of mRNA and thus prevents their accumulation in SG and/or helps releasing them from these structures. In DHX36-KO cells, G4 containing mRNA cannot be translated and accumulate in SG

## Methods

### Cell lines and cell culture

Wild-type HEK293 T-Rex Flp-In cells (Thermo Fischer Scientific) were grown in Dulbecco’s modified Eagle’s medium (DMEM) (Thermo Fisher Scientific) supplemented with 10% (v/v) fetal bovine serum (FBS) (Thermo Fisher Scientific), 100 U ml^−1^ Penicillin–Streptomycin (Thermo Fisher Scientific), 100 µg ml^−1^ zeocin (InvivoGen), and 10 µg ml^−1^ blasticidin (InvivoGen). Originating from these cells, transgenic cell lines with stable integration of constructs were generated by co-transfection of cloned FRT-plasmids (this study, see section “Plasmids”) with the Flp recombinase expression vector pOG44 (Thermo Fisher Scientific) as previously described^62^. Positive clones of these cell lines were selected and cultured in the same media as described above except using 100 µg ml^−1^ hygromycin (InvivoGen) instead of zeocin.

### Plasmids

Full-length complementary DNA of wild-type HEK293 T-Rex Flp-In cells was used as template for cloning DHX36 into the pFRT/TO/FLAG/HA-Dest plasmid^62^ using the restriction enzymes *Bam*HI (Thermo Fisher Scientific) and *Xho*I (Thermo Fisher Scientific). The so-generated pFRT-FlagHA-DHX36-iso1 was used to create the plasmids pFRT-FlagHA-DHX36-iso2, pFRT-FlagHA-DHX36-iso1-E335A, and pFRT-FlagHA-DHX36-iso2-E335A by site-directed mutagenesis. For this, primer with the desired mutation were designed and set in a PCR with the paternal plasmid and 2× Phusion PCR Master Mix (Thermo Fisher Scientific).

Reporter gene plasmids were generated by cloning DHX36 binding sites of the WAC and PURB mRNA 3′ UTRs as well as two non-targeted regions of the DDX5 mRNA 3′ UTR into the pcDNA5-FRT-GFP-mCherry-3pGW backbone^63^ (Addgene) using the commercial BP and LR clonase systems according to the manufacturer’s instructions (Thermo Fisher Scientific). Mutated version were generated by site-directed mutagenesis.

### CRISPR/Cas9 gene editing for DHX36 knockout cells

crRNAs were designed using https://benchling.com. Alt-R crRNA was ordered from IDT. 100 pmol Alt-R crRNA and 100 pmol Alt-R tracrRNA-ATTO 550 were denatured at 95 °C for 5 min and incubated at RT for 15 min to anneal both strands in a total volume of 100 µl in Nuclease-Free Duplex Buffer (IDT). 15 pmol annealed RNA were combined with 15 pmol Cas9 (IDT) and 5 µl Cas9 + reagent (Thermo Fisher Scientific) in Opti-MEM (Thermo Fisher Scientific) in a total volume of 150 µl and mixed well. In a second tube 125 µl Opti-MEM was combined with 7.5 µl CRISPRMAX (Thermo Fisher Scientific) and mixed well. After incubation at RT for 5 min the content of the two tubes were combined, mixed well, and transferred to a 6-well compartment containing wild-type HEK293 T-Rex Flp-In cells. The cells were seeded the previous day at a density of 4 × 10^5^ cells ml^−1^. After 48 h ATTO 550 positive cells were FACS-sorted and seeded at the density of up to 1 cell per well in a 96-well plate using standard medium described above. Single clones were expanded and analyzed for loss of DHX36 protein by western blot using an anti-DHX36 antibody (Santa Cruz Biotechnology).

### Western blot analysis

For standard protein analysis protein lysates were separated on SDS-PAGEs and blotted on a Protan BA83 Nitrocellulose membrane (GE Healthcare). After saturating free binding sites with 5% milk powder in 1× TBS-T membrane was incubated with suitable primary antibodies overnight at 4 °C under constant agitation. After three times 5 min washing with TBS-T, membrane was incubated with matching HRP-coupled secondary antibodies (anti-mouse or anti-rabbit (Santa Cruze Biotechnology)) for 1 h at RT followed by another three washing steps. Signals were detected by chemiluminescence of HRP-coupled anti-mouse or anti-rabbit secondary antibodies (Santa Cruz Biotechnology) on a Gel Doc XR + Gel Documentation System (Biorad). Uncropped blots are provided in the Source Data file.

Used antibodies: Anti-CANX (1:1000, Abcam ref# ab31290), Anti-DHX36 (1:500, Santa Cruz ref# sc-377485), Anti-FLAG (1:2000, Sigma-Aldrich ref# F1804), Anti-FMR1 (1:2000, Linder et al. 2008), Anti-HA (1:2000, Covance ref# MMS-101R), Anti-HISTH2B (1:2000, Abcam ref# ab1790), Anti-PKR/EIF2AK2 (1:1000, Abcam ref# ab32052), Anti-PKR/EIF2AK2 (phospho T446) (1:1000, Abcam ref# ab32036), Anti-RPL22 (1:2000, Santa Cruz ref# sc-136413), Anti-TUBA4A (1:5000, Sigma-Aldrich ref# T5168), HRP-conjugated goat anti-mouse (1:5000, Santa Cruz ref# sc-2031), and HRP-conjugated goat anti-rabbit (1:5000, Santa Cruz ref# sc-2030)

### Subcellular fractionation

Transgene expression in FlagHA-DHX36-Iso1 and -Iso2 HEK293 cells was induced by addition of 500 ng ml^−1^ tetracycline (Merck) for 15 h. After washing with ice-cold PBS (Thermo Fisher Scientific), induced cells were scraped off the 150-mm cell culture dish and collected by centrifugation. Unless otherwise stated, cell fractionation was performed as previously described^64^. In detail, pelleted cells were resuspended in 1 ml of hypotonic lysis buffer (HLB) (10 mM Tris, pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.3% (v/v) NP-40, 10% (v/v) glycerol) per 75 mg cell pellet. After 10 min incubation on ice, cell lysate was briefly vortexed followed by 8 min centrifugation at 800 g and 4 °C. The cytoplasmic fraction (supernatant) was thoroughly transferred to a new tube and 5 M NaCl was added to a final concentration of 150 mM. The remaining nuclear fraction (pellet) was carefully washed four times with HLB. After washing, the pellet was resuspended in nuclear lysis buffer (NLB) (20 mM Tris, pH 7.5, 150 mM KCl, 3 mM MgCl_2_, 0.3% (v/v) NP-40, 10% (v/v) glycerol) and sonicated in two cycles (40% power, 30 s ON, 2 min OFF, Branson sonifier W250-D). Both the cytoplasmic and the nuclear fraction were 15 min centrifuged at 18,000×*g* and 4 °C to remove all debris. Obtained supernatants were subject of further investigation by standard western blotting. Used markers for subcellular compartments: nuclear = anti-Histone 2B antibody (Abcam), cytoplasm = anti-α-Tubulin antibody (Merck), endoplasmic reticulum membrane = anti-Calnexin antibody (Abcam).

### Oligo-d(T) pulldown

Wild-type HEK293 T-Rex Flp-In cells were grown on two 150-mm cell culture dishes washed with ice-cold PBS, and crosslinked by irradiation with 0.15 J cm^−2^ 254 nm UV-light. Cells were scraped off the dishes and collected by centrifugation. Cell pellets were resuspended in 1.5 ml LiDS lysis buffer (20 mM Tris-HCl pH 7.5, 500 mM NaCl, 0.5% LiDS, 1 mM EDTA, pH 7.5, 5 mM DTT) and passed 3x through a 26-G-needle for shearing. After 10 min incubation on ice, input samples were taken and in lysis buffer equilibrated oligo-d(T) magnetic beads (New England Biolabs) were added to the lysate. Binding of polyadenylated RNAs to the oligo-d(T) beads was performed for 1 h at 4 °C under constant agitation. Beads were collected on a magnetic rack and washed twice with wash buffer 1 (20 mM Tris-HCl pH 7.5, 500 mM NaCl, 0.1% LiDS, 1 mM EDTA pH 7.5, 5 mM DTT), wash buffer 2 (20 mM Tris-HCl pH 7.5, 500 mM NaCl, 1 mM EDTA, pH 7.5), and wash buffer 3 (20 mM Tris-HCl pH 7.5, 200 mM NaCl, 1 mM EDTA pH 7.5), respectively. Elution was achieved by incubation with 100 µl elution buffer (20 mM Tris-HCl pH 7.5, 1 mM EDTA, pH 7.5) for 3 min at 55 °C. Eluate was concentrated using a Speedvac Concentrator (Eppendorf) and mRNA binding of proteins was analyzed by standard western blotting.

### Polysome profiling

Wild-type HEK293 T-Rex Flp-In cells were grown on a 150-mm cell culture dish to 90–100% confluency. Growth media was changed to media containing 25 µg ml^−1^ cycloheximide (Merck). After 10 min incubation, cells were washed once with ice-cold PBS and 100 µl of polysome lysis buffer (20 mM Tris, pH 7.5, 100 mM KCl, 5 mM MgCl_2_, 1 mM DTT, 0.5% (v/v) NP-40, 100 µg ml^−1^ cycloheximide, 20 U ml^−1^ SUPERaseIn, protease inhibitors) were added (note: for samples used for RNase-treated lysates, no SUPERaseIn was added). Cells were scraped of the dish and transferred to a pre-chilled 1.5 microcentrifuge tube. After 10 min incubation on ice, lysate was cleared by 10 min centrifugation at 20,000×*g* and 4 °C. Clarified lysate was loaded onto a 5–45% linear sucrose gradient (sucrose in 20 mM Tris, pH 7.5, 100 mM KCl, 5 mM MgCl_2_) and centrifuged for 60 min in a SW60Ti rotor (Beckman) at 150,000×*g* and 4 °C. During fractionation using a Gradient fractionator (Biocomp) the UV profile (254 nm) was measured. Obtained fractions were further analyzed by standard western blotting.

### PAR-CLIP

Photoactivatable-ribonucleoside-enhanced crosslinking and immunoprecipitation (PAR-CLIP) was performed with minor modifications as described previously^30^. Essential steps are described in the following. HEK293 T-Rex Flp-In DHX36 and DHX36-E335A cells were grown on 15- to 150-mm-cell culture dishes to 80% confluency. Induction of transgene expression (addition of 500 ng ml^−1^ tetracycline (Merck)) was performed for 15 h together with feeding the cells with 100 µM of 4-thiouridin (4SU). After washing with ice-cold PBS cells were crosslinked (irradiation with 365 nm UV-light, 5 min) and scraped off the dishes using a rubber policeman. After pelleting by centrifugation cells were resuspended in 7 ml NP-40 lysis buffer (50 mM HEPES, pH 7.5, 150 mM KCl, 2 mM EDTA, 0.5 mM DTT, 0.5% (v/v) NP-40, protease inhibitors) and incubated on ice for 12 min. Cell lysate was clarified by 15 min centrifugation at 20,000×*g* and 4 °C. First RNase T1 (Thermo Fisher Scientific) digestion (1 U µl^−1^) was performed for 15 min at 22 °C. 75 µl ml^−1^ FLAG-M2 antibody (Merck) conjugated magnetic DynabeadsProtein G (Thermo Fisher Scientific) were added. Antigen capture was performed for 105 min at 4 °C on a rotating wheel. Beads were collected on a magnetic rack and washed 3× with NP-40 lysis buffer. For trimming of the co-captured RNA, a second RNase T1 digestion (10 U µl^−1^) was performed for 15 min at 22 °C with occasional shaking. 3′ ends of the RNA fragments were dephosphorylated using 0.5 U µl^−1^ calf intestinal phosphatase (New England Biolabs) for 10 min at 37 °C, shaking. RNA was radioactively 5′-end-labeled using 1 U µl^−1^ T4 polynucleotide kinase (Thermo Fisher Scientific) and 0.5 µCi µl^−1 32^P-γ-ATP (Hartmann Analytik) for 30 min at 37 °C. Almost complete 5′-end phosphorylation of RNA was accomplished by adding ATP (Thermo Fisher Scientific) to a concentration of 100 µM for 5 min. So-treated RNA-protein complexes were separated by SDS-Polyacrylamide Gel Electrophoresis (SDS-PAGE, NuPAGE 4–12% Bis-Tris Protein Gels (Thermo Fisher Scientific)). For detection, a blanked storage phosphor screen (GE Healthcare) was exposed to the gel and RNA-protein complexes of expected size were excised. After gel elution, protein components of the complexes were digested with 5 mg ml^−1^ proteinase K (Carl Roth) for 2 h at 55 °C. Resulting RNA fragments were isolated by phenol–chloroform–isoamyl alcohol (25:24:1) extraction and subject of a small RNA cDNA library preparation protocol as previously described^30^. Here, a preadenylated, barcoded 3′-adapter oligonucleotide (rApp-TAATATCGTATGCCGTCTTCTGCTTG) was used.

So-obtained PAR-CLIP cDNA libraries were sequenced on an Illumina HiSeq 2500 platform (Illumina). Clusters of overlapping sequence reads mapped against the human genome version hg19 were generated using the PARalyzer software^31^ incorporated into a pipeline (PARpipe; https://ohlerlab.mdc-berlin.de/software/PARpipe_119/) with default settings. Binding sites were categorized using the Gencode GRCh37.p13 GTF annotation (gencode.v19.chr_patch_hapl_scaff.annotation.gtf, http://www.gencodegenes.org/releases/19.html).

### 5mer *Z*-scoring

The BEDTools utility, *getfasta*, was used to recover the genomic nucleotide sequences corresponding to the remaining intervals in these BED files. To produce background, we used an in-house script to scramble the target read sequences while preserving GC content. We then counted the 5mers for target and for background, respectively, and calculated *Z*-score enrichment by proportion, $$Z = \frac{{X - {\mathrm{\mu }}}}{{\mathrm{\sigma }}}$$. *X* is the proportion $$\frac{{{\mathrm{Count}}}}{{{\mathrm{Total}}\;{\mathrm{counts}}}}$$ for a given 5mer. Respectively, *μ* and *σ* are the average and standard deviation of 5mer proportions in background.

### Analysis of the RNA recognition element

Motif analysis was carried out using the MEME suite^65^ using the top 500 unique cluster sequences defined by PARalyzer^31^.

### Circular dichroism (CD)

For G-quadruplex formation, 10 µM oligodeoxynucleotides (Merck), resembleing the DHX36 RREs, in folding buffer (10 mM Tris, pH 7.5, 100 mM KCl, 1 mM EDTA) were incubated in folding buffer (10 mM Tris, pH 7.5, 100 mM KCl, 1 mM EDTA) for 10 min at 95 °C, followed by subsequent passive cooling to RT. CD measurements were performed using a Jasco J-810 spectropolarimeter in 0.2 ml quartz cuvettes in the range of 200–350 nm. Measurements were averaged between ten accumulations with an instrument scanning speed of 10 nm s^−1^.

### Microscale thermophoresis (MST)

For microscale thermophoresis, binding reactions were prepared in 1× MST buffer, supplemented with 0.5% BSA and 5 mM DTT in a total volume of 40 µl. A constant concentration of 25 nM 5′Cy5 labeled oligonucleotides (Merck) (folded) were used. A 1:1 serial dilution of DHX36, with 50 nM as highest concentration was used. In standard treated capillaries (NanoTemper Technologies) microscale thermophoresis analysis was performed with 80% LED, 20% MST power, on the Monollith NT.115 (NanoTemper Technologies). Figures were made with Hill fit using the MO Affinity analysis software.

### Light microscopy

Wild-type HEK293 T-Rex Flp-In cells and HEK293 T-Rex Flp-In DHX36 KO cells were seeded in 60 mm cell culture plates (1.2 × 10^6^). Microscopic images were taken 24, 48, 72, and 96 h after seeding using an EVOS FL cell imaging system (Thermo Fisher Scientific).

### Growth curves

Wild-type HEK293 T-Rex Flp-In cells and HEK293 T-Rex Flp-In DHX36 KO cells were seeded in 35-mm cell culture dishes (0.1 × 10^6^). At indicated timepoints, cells were counted in triplicates using a Fuchs-Rosenthal-hemocytometer.

### Cell proliferation assay

Proliferation assays were conducted using the commercial CellTiter 96® Non-Radioactive Cell Proliferation Assay (MTT) (Promega) according to the manufacturer’s instructions. Short, wild-type HEK293 T-Rex Flp-In cells, HEK293 T-Rex Flp-In DHX36 -O cells, HEK293 T-Rex Flp-In DHX36-KO DHX36 rescue cells, and HEK293 T-Rex Flp-In DHX36 KO DHX36-E335A rescue cells were seeded to 5 × 10^4^ in 96-well cell culture plates. Transgene expression was induced by addition of 500 ng ml^−1^ tetracycline (Merck). 24, 48, and 72 h after seeding, cells were treated with the tetrazolium salt dye solution. 4 h later, solubilization solution was added and plates were kept in the dark at room temperature. Absorbance at 570 nm was measured against a reference line at 700 nm on a Tecan infinite®200 plate reader.

### Flow cytometry

For mCherry expression, cell lines with stably integrated pcDNA5-FRT-GFP-mCherry-3pGW reporter constructs were induced with 500 ng ml^−1^ tetracycline (Merck) for 15 h. Cells were trpysinized, washed twice with PBS, and filtered through a 35 µm nylon net. Detection and analysis of the fluorescent signals of mCherry were performed on a LSRFortessa system (BD Biosciences). Triplicates of 100,000 double-positive cells were analyzed.

### RNA preparation for sequencing

Transgene expression in HEK293 T-Rex Flp-In DHX36-KO DHX36 rescue cells and HEK293 T-Rex Flp-In DHX36-KO DHX36-E335A rescue cells was induced by addition of 500 ng ml^−1^ tetracycline (Merck). In triplicates, RNA from the induced before-mentioned cell lines, wild-type HEK293 T-Rex Flp-In cells, and HEK293 T-Rex Flp-In DHX36-KO cells was isolated with TRIzol (Thermo Fisher Scientific) according to the manufacturer’s instructions. Depletion of ribosomal RNA was accomplished by using the NEBNext rRNA Depletion Kit (New England Biolabs).

### RNA-sequencing preparation and analysis

Complementary DNA preparation of the rRNA-depleted RNA was done with the NEBnext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs). cDNA enrichment was facilitated using indexed primers of the NEBNext Multiplex Oligos for Illumina (New England Biolabs) and sequencing was performed on a HiSeq 2500 platform (Illumina). Sequencing reads were aligned to the hg19 human genome using Tophat 2 (ref. ^66^). Cufflinks^66^ was used to quantify reads on the UCSC hg19 annotation set differential expression was determined by Cuffdiff^66^.

### Standard quantitative PCR

Total RNA from human cells was isolated using TRIzol (Thermo Fisher Scientific) according to the manufacturer’s instructions. Isolated RNA was reverse-transcribed using the QuantiTect Reverse Transcription Kit (Qiagen). Quantification of mRNA levels was done by qPCR using gene specific primer on a CFX96 Real Time System with a C1000 Touch Thermal Cycler (Biorad) or an Applied Biosystems StepOnePlus Real-Time PCR System (Thermo Fisher Scientific). As a fluorescent dye SYBR Green in an iQ SYBR Green Supermix (Biorad) was used. For normalization primer specific for U6 RNA were used.

### mRNA half-life determination

HEK293 T-Rex Flp-In wild-type cells and HEK293 T-Rex Flp-In DHX36-KO cells were grown on 35-mm dishes to 80% confluency. At timepoint *t* = 0, media was changed to media containing 3 µg ml^−1^ Actinomycin D (Merck). Cells were collected at timepoints 0, 2, 4, and 8 h after addition of Actinomycin D. mRNA levels were analyzed by standard quantitative PCRs.

### Preparation of chromatin-associated RNA for sequencing

In triplicates, HEK293 T-Rex Flp-In wild-type cells and HEK293 T-Rex Flp-In DHX36-KO cells were grown on 150-mm-cell culture dishes to 80–90% confluency. After collecting the cells by centrifugation. Obtained pellets were washed once with ice-cold PBS. Cells were resuspended in 400 µl ice-cold Cytoplasmic Fraction Buffer (20 mM HEPES, pH 7.6, 2 mM MgCl_2_, 10% (v/v) glycerol, 0.5 mM DTT, 0.1% (v/v) NP-40, protease inhibitors, 40 U ml^−1^ Murine RNase Inhibitor (New England Biolabs)) and incubated on ice for 5 min. Crude lysates were layered on a 400 µl sucrose buffer cushion (10 mM HEPES, pH 7.6, 10 mM NaCl, 1.5 mM MgCl_2_, 10% (v/v) glycerol, 37% (w/v) sucrose, 0.5 mM EDTA; 0.5 mM DTT, protease inhibitors, 40 U ml^−1^ Murine RNase Inhibitor) and centrifuged for 20 min at 20,000×*g* and 4 °C. Resulting supernatant, representing the cytoplasmic fraction was collected and the pellet was resuspended in 200 µl ice-cold Nuclear Lysis Buffer (10 mM HEPES, pH 7.6, 100 mM NaCl, 50% (v/v) glycerol, 0.5 mM EDTA; 0.5 mM DTT, protease inhibitors, 40 U ml^−1^ Murine RNase Inhibitor). 200 µl ice-cold 2 × NUN-Buffer (50 mM HEPES, pH 7.6, 600 mM NaCl, 7.5 mM MgCl_2_, 2 M urea, 0.2 mM EDTA; 0.5 mM DTT, 2% (v/v) NP-40) were added dropwise, followed by a pulsed vortex step and incubation on ice for 20 min. After 30 min centrifugation at 20,000 × *g* and 4 °C, resulting supernatant (nucleoplasmic fraction) was collected and the pellet (chromatin) was washed twice with1 ml nuclear lysis buffer. The chromatin was resuspended in 1 ml TRIzol (Thermo Fisher Scientific) and the obtained mixtures were heated to 65 °C and run through a 26-G-needle until no insoluble objects were visible. Chromatin-associated RNA was isolated according to the manufacturer’s instructions for TRIzol-based RNA isolation. RNA-seq library preparation and sequencing analysis was performed as described above.

### Ribosome footprinting

Ribosome footprinting was performed as published previously^39^. Briefly, triplicates for both HEK293 T-Rex Flp-In wild-type cells and HEK293 T-Rex Flp-In DHX36-KO cells were grown to 80% confluency on 100-mm-cell culture dishes. For inhibition of translation, standard growth media was changed to growth media containing 100 µg ml^−1^ cycloheximide (Merck). After 30 s media was aspirated and dishes were immediately cooled down on ice and washed with ice-cold PBS. 400 µl ribosome footprinting buffer (20 mM Tris, pH 7.4, 150 mM NaCl, 4 mM MgCl_2_, 1 mM DTT, 100 µg ml^−1^ cycloheximide, 1% NP-40, 25 U ml^−1^ Turbo DNase I (Thermo Fisher Scientific)) were added, cells were scraped off the dish using a rubber policeman. After 10 min incubation on ice, lysates were triturated by passing 10× through a 26-G-needle and cleared by 10 min centrifugation at 20,000×*g* and 4 °C. For digestion of unbound RNA, 300 µl of cell extract was treated with 2.5 U µl^−1^ RNase I (Thermo Fisher Scientific) and incubated at room temperature for 45 min with gentle mixing. RNase digestion was stopped by adding 0.65 U µl^−1^ SUPERaseIn (Thermo Fischer Scientific) and extract was centrifuged through a 900 µl sucrose cushion (20 mM Tris, pH 7.4, 150 mM NaCl, 4 mM MgCl_2_, 1 mM DTT, 100 µg ml^−1^ cycloheximide, 1 M sucrose, 20 U ml^−1^ SUPERaseIn) for 4 h at 200,000×*g* (TLA 100.3 rotor) and 4 °C. The supernatant was carefully aspirated, and ribosome-containing pellet was resuspended in 150 µl of ribosome footprinting buffer supplemented with 20 U ml^−1^ SUPERaseIn. RNA footprints were purified by phenol–chloroform extraction and precipitated with ethanol. After washing twice with 75% ethanol, the air-dried RNA pellet was resolved in 15 µl DEPC-treated water. Small RNA cDNA libraries for next-generation sequencing were prepared as previously described^30^ with following modifications: firstly, for dephosphorylation 500 ng RNA were incubated 30 min at 37 °C with 0.7 U µl^−1^ calf intestinal phosphatase (New England Biolabs). Afterwards, samples were separated on a 15% urea-PAGE for selection of 20–35 ribonucleotide long fragments. Extracted, precipitated and washed RNA fragments were ligated with preadenylated, barcoded 3′ adapters. Next, RNA was precipitated, washed and phosphorylated at the 5′-end with 5 U µl^−1^ T4 polynucleotide kinase (Thermo Fisher Scientific) in 1× T4 DNA ligase buffer (20 µl reaction volume) for 30 min at 37 °C. Samples were separated on a 15% urea-PAGE for selection of 3′-ligated fragments. Extracted, precipitated, and washed RNA was ligated with 5′ adapters and samples were separated on a 12% urea-PAGE for selection of 5′- and 3′-ligated fragments. After reverse transcription and cDNA library enrichment, samples were sequenced on an HiSeq 2500 platform (Illumina).

After sequencing the reads were aligned to the human genome version hg19 using TopHat^66^ and quantified on RNA defined in the UCSC hg19 annotation database using Cufflinks^66^. Overlaps of DHX36 cluster and different genomic regions were calculated with BEDTools^67^.

### SILAC

In duplicates, HEK293 T-Rex Flp-In wild-type cells and HEK293 T-Rex Flp-In DHX36 KO cells were grown to ~60% confluency on 35 mm-cell culture dishes. Then, cells were fed with light media (DMEM, 10% dialyzed FBS, 4 mM glutamine, 1.74 mM l-proline, 0.8 mM l-lysine, 0.4 mM l-arginine). 24 h later, cells were washed twice with pre-warmed PBS and wild-type cells were changed to medium-heavy media (DMEM, 10% dialyzed FBS, 4 mM glutamine, 1.74 mM l-proline, 0.8 mM l-lysine [4,4,5,5-D4], 0.4 mM l-arginine [U-13C6]) and KO cells to heavy media (DMEM, 10% dialyzed FBS, 4 mM glutamine, 1.74 mM l-proline, 0.8 mM l-lysine [U-13C6, 15N2], 0.4 mM l-arginine [U-13C6, 15N4]). 24 h later, cells were washed twice with pre-warmed PBS and cells were collected in 100 µl NP-40 lysis buffer (50 mM HEPES, pH 7.5, 150 mM KCl, 2 mM EDTA, 0.5 mM DTT, 0.5% (v/v) NP-40, protease inhibitors). After incubation for 10 min on ice, lysates were cleared by 15 min centrifugation at 20,000 × *g* and 4 °C. Protein concentration was assessed by standard Bradford assay.

For in-gel digestion proteins were reduced and alkylated prior to SDS-PAGE by heating the cell lysates for 10 min at 70 °C in NuPAGE LDS sample buffer (Thermo Fisher Scientific) supplemented with 50 mM DTT. Samples were alkylated by adding 120 mM iodoacetamide Simply Blue (Thermo Fisher Scientific). Whole lanes were cut into 15 bands. The bands were destained with 30% acetonitrile, shrunk with 100% acetonitrile, and dried in a vacuum concentrator. Digests with 0.1 μg trypsin (Promega) per gel band were performed overnight at 37 °C in 50 mM ammonium bicarbonate buffer. Peptides were extracted from the gel slices with 5% formic acid. NanoLC-MS/MS analyses were performed on an Orbitrap Fusion (Thermo Fisher Scientific) equipped with an EASY-Spray Ion Source or a PicoView Ion Source (New Objective) and coupled to an EASY-nLC 1000 (Thermo Fisher Scientific). Using the Easy-Spray Ion Source the peptides were loaded on a trapping column (2 cm × 75 μm ID, PepMap C18, 3 μm particles, 100 Å pore size) and separated on an EASY-Spray column (25 cm × 75 μm ID, PepMap C18, 2 μm particles, 100 Å pore size). Using the PicoView Ion Source the peptides were loaded on capillary columns (PicoFrit, 30 cm × 150 µm ID, New Objective) self-packed with ReproSil-Pur 120 C18-AQ, 1.9 µm (Dr. Maisch). A 60-minute linear gradient from 3 to 40% acetonitrile and 0.1% formic acid was used. Both MS and MS/MS scans were acquired in the Orbitrap analyzer with a resolution of 60,000 for MS scans and 15,000 for MS/MS scans. HCD fragmentation with 35% normalized collision energy was applied A Top Speed data-dependent MS/MS method with fixed cycle time of 3 sec was used. Dynamic exclusion was applied with a repeat count of 1 and exclusion duration of 120 s; singly charged precursors were excluded from selection. Minimum signal threshold for precursor selection was set to 50,000. Predictive AGC was used with an AGC target value of 5e5 for MS scans and 5e4 for MS/MS scans. EASY-IC was used for internal calibration.

For MS raw data file processing, database searches and quantification, MaxQuant^68^ version 1.5.7.4 was used. UniProt human reference proteome database was used in combination with a database containing common contaminants as a reverse concatenated target-decoy database. Protein identification was under control of the false-discovery rate (<1% FDR on protein and peptide level). In addition to MaxQuant default settings, the search was performed with tryptic cleavage specificity with three allowed missed cleaves. The search was performed with the following variable modifications: Gln to pyro-Glu formation and oxidation (on Met). Normalized H/M ratios were used for protein quantitation (at least two peptides per protein).

### Detection of G4 with BG4 antibody

BG4 antibody was expressed and purified as described previously^11,48^. Cells were seeded in 6-Multiwell plate coated with poly-d-lysine solution. 48 h post seeding cells were pre-fixed with a solution 50% DMEM and 50% methanol/acetic acid (3:1) at RT for 10 min. Treatment with 2 µM cPDS performed for 24 h. After a brief wash with methanol/acetic acid (3:1), cells were fixed with methanol/acetic acid (3:1) at RT for 10 min. Cells were then permeabilized with 0.1% Triton X-100 in PBS at RT for 3 min. For RNase treatment, coverslips were incubated with 100 µg ml^−1^ RNase A for 1 h at 37 °C. Cells were exposed to blocking solution (2% milk in PBS, pH 7.4) for 1 h at RT and then incubated with 2 μg per slide of BG4 and Anti-alpha 1 Sodium Potassium ATPase (Abcam ref #7671) antibodies in blocking solution (2 h at RT). Cells were then incubated with 1:800 of a rabbit antibody against the DYKDDDDK epitope (Cell Signaling ref# 2368) in blocking solution for 1 h. Next, cells were incubated at RT with 1:1000 Alexa Fluor 488 goat anti-mouse IgG (Life technologies ref# A11001) and Cyanine 3 goat anti-rabbit IgG (Life technologies ref# A10520) in blocking solution for 1 h. After each step, cells were washed three times for 5 min with 0.1% Tween-20 in PBS under gentle rocking. The cover glasses were mounted with Fluoroshield mounting media (Merck ref# F6057) containing DAPI (for nuclear staining). Slides were visualized at room temperature (RT) by using a confocal microscope (Leica SP5 AOBS).

### Detection of stress granules

Cells were seeded in 6-Multiwell plate coated with poly-d-lysine solution. 48 h post seeding cells were pre-fixed with a solution 50% DMEM and 50% methanol/acetic acid (3:1) at RT for 10 min. After a brief wash with methanol/acetic acid (3:1), cells were fixed with methanol/acetic acid (3:1) at RT for 10 min. Cells were then permeabilized with 0.1% Triton X-100 in PBS at RT for 3 min. Cells were exposed to blocking solution (2% milk in PBS, pH 7.4) for 1 h at RT and then incubated with 5 μg ml^−1^ G3BP1 antibody (BD ref # 611127) in blocking solution (2 h at RT). Next, cells were incubated at RT with 1:1000 Alexa Fluor 488 goat anti-mouse IgG (Life technologies ref# A11001). After each antibody stain cells were washed three times for 5 min with 0.1% Tween-20 in PBS under gentle rocking. The cover glasses were mounted with Fluoroshield mounting media (Merck ref# F6057) containing DAPI (for nuclear staining). Slides were visualized at room temperature (RT) by using a confocal microscope (Leica SP5 AOBS).

### Cell image analysis

Fluorescence signal was determined using ImageJ software with the following formula: Corrected Total Cell Fluorescence (CTCF) = Integrate density − (area of selected cell × mean fluorescence of background readings). The cytoplasmic compartment was calculated by subtracting the nuclear signal, obtained by DAPI staining, from the total cell signal (Anti-alpha 1 Sodium Potassium ATPase). For graphical representation of signal distribution, we used box-and-whisker plots using GraphPad Prism 6 software with the following settings: boxes: 25–75 percentile range; whiskers: 10–90 percentile range. Statistical significance was determined by “Kolmogorov–Smirnov” and “Mann–Whitney” non-parametric tests. Data analyses were performed with Excel and GraphPad, and all figures were prepared with Adobe Illustrator.

### Preparation of cPDS-treated RNA for sequencing

HEK293 T-Rex Flp-In wild-type cells were grown to ~50% confluency on 35-mm cell culture dishes. Then in triplicates, growth media was changed to standard media or media containing 2 µM carboxypyridostatin (cPDS) (Merck). After 42 h incubation, cells were collected, and total RNA was isolated using TRIzol according to the manufacturer’s instructions. Depletion of ribosomal RNA was accomplished by using the NEBNext rRNA Depletion Kit (New England Biolabs). RNA-seq library preparation and analysis was performed as described above.

### Cell stress assays

Indicated cells lines were grown on 6-well plates until 90% confluency. For positive control of phosphorylation of EIF2AK2 WT and DHX36 KO cells were transfected with 1.5 µg of dsRNA using Lipofectamine 2000 (Thermo Fisher Scientific) and incubated for 6 h. After harvesting, cells were collected and lysed in NP-40 lysis buffer (50 mM HEPES, pH 7.5, 150 mM KCl, 2 mM EDTA, 0.5 mM DTT, 0.5% (v/v) NP-40, protease inhibitors) on ice for 10 min. Lysates were cleared by centrifugation (15 min, 20,000 × *g*). Protein lysates were analyzed by standard western blotting.

### Statistical analyses

Statistical parameters are shown in the figures and listed in the figure legends. Statistical significance is claimed when *P* < 0.05 in the unpaired or paired two-tailed *t*-tests. In the figures, asterisks mark statistical significance as follows. *P < 0.05, **P < 0.01, or ***P < 0.001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

Source Data

## Data Availability

PAR-CLIP, ribosome footprinting, and RNA-seq data have been deposited in the National Center for Biotechnology Information (NCBI) Sequence Read Archive under the accession number GSE105175. All data is available from the authors upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

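PAR-CLIP was performed by the authors in HEK293 cells expressing FH-DHX36 or FH-DHX36-E335A, with 2 biological replicates per cell line. According to the paper's methods, reads were mapped to hg19, clusters of overlapping reads with T-to-C conversions were called with PARalyzer inside PARpipe at default settings, and clusters were categorized with GENCODE v19. Program versions were not given in the sources used here. The paper describes its binding sites as the intersection of the replicates. The deposited table has 1 value per cell line, and whether it holds that same intersection was not tested.

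The table of 26490 genes holds 3 kinds of value. Crosslinked read counts were deposited by the authors without normalization, per gene and per annotation category. Numbers of clusters were deposited in the same categories. NXPM, a normalized score, was deposited by the authors as crosslinked reads scaled to the total of the PAR-CLIP and divided by mRNA abundance. The paper's RNA-seq was quantified with Cufflinks, whose values are FPKM, and the values themselves show NXPM of the whole gene as scaled crosslinked reads divided by abundance plus 0.001. Regional NXPM values were scaled to the reads of that region, since for each of the 7150 genes compared in the FH-DHX36-E335A 3'UTR the deposited value lay within 0.1% of the reads scaled to all 3'UTR reads over abundance. Of the identifiers, 82 were listed more than once, on 203 lines of the table, and 28 were dates in place of symbols. They were kept as listed, and no line was merged. Every column of values in the table was used or mapped to a cell line, and no column belonged to another sample.

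RNA abundance was recovered from crosslinked reads and NXPM, which is possible only for genes with a cluster. The recovery was tested on simulated data, with the real crosslinked reads and known abundances. This tests the code and not whether the formula holds for the deposited values. It returned 100% of the abundances within 0.01% for the 5930 genes of the FH-DHX36 PAR-CLIP and the 9131 genes of the FH-DHX36-E335A PAR-CLIP. Transcript and region lengths were taken from the canonical protein-coding transcripts of GENCODE release 44 on GRCh37, the same build as hg19 with a later annotation. The stop codon was counted with the CDS. Both the canonical and the longest transcript had been looked at when the canonical one was taken as the main setting, and values with the longest are given beside it where they change the reading. Identifiers were matched through symbols, Ensembl gene identifiers and older symbols, which placed 22592 of them on an annotated gene. The name PRELID3B for SLMO2 was taken from the synonyms of the RefSeq annotation of GRCh38.p14, of which no coordinates were used. In the supplementary sheet of the same analysis, 1999 of the 26490 genes were held here. For the 1436 of them with a length and a canonical transcript, the rank correlation of the paper's transcript length with the length used here was 0.847. No other use was made of that sheet.

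With 1 value per gene and cell line, no test of genes between the cell lines was possible. Values of single replicates, which the paper gives for totals and shares of a library, were compared without a test, and no p-value was computed. The number of bound genes and the expected shares count genes with at least 1 exonic cluster. Genes called bound in both PAR-CLIPs, in either or in 1 alone are those with a cluster of any annotation. Shares are given with 95% Wilson intervals, which cover counting error only. PCR copies and overlapping reads are not independent molecules. Correlations were computed across genes with a cluster, as Pearson's r of log10 values and Spearman's rho, and the spread used to compare settings was the 95% Fisher interval across genes. The FH-DHX36 table holds 2160413 crosslinked reads and the FH-DHX36-E335A table 8752127. The PAR-CLIP with more crosslinked reads could thus list more genes at low read counts. Depth in this text means the number of crosslinked reads. It does not mean sequenced reads, of which the FH-DHX36 libraries together held more. Ranks were taken over all genes, with 1 for the highest value. The search for G runs used the sense strand of the 3'UTR and counted matches that do not overlap.

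The genes named in the text were set by rule, as the genes the paper names as targets or controls, the 28 published targets, and the 5 genes with the highest NXPM in each cell line among genes with clusters in both and a recovered abundance of at least 1. The first 1999 genes of the supplementary sheet and the paper's read counts for the 28 targets had been seen when this was set. The mitochondrially encoded genes, EZH1, PPAN, ZNF561 as a gene with more reads in FH-DHX36, and the highest intronic gene were chosen after their values were seen. Tests planned for replicate columns, which are a differential test between the cell lines and the correlation of replicates, were not run because the table has none. Metagene profiles, the overlap with rG4 sites and cluster sequences need cluster positions, which were not used here. RNA-seq, Ribo-seq, SILAC and nascent RNA experiments of the paper were not analysed here.

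Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The alternatives, except those said to be chosen later, and the rule for named genes were set before the deposited table was examined, with the paper's values named above already seen.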

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

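The tests in this part were all chosen after the results were seen.

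The paper does not discuss mitochondrially encoded genes. In the FH-DHX36 PAR-CLIP, 13 of them carried clusters, with 34580 crosslinked reads, which is 1.60% of all FH-DHX36 crosslinked reads (95% Wilson interval from 1.58% to 1.62%). No control library was used here. The level therefore shows that reads are present and not that these genes are enriched. In the FH-DHX36-E335A PAR-CLIP 12 of these genes carried clusters, with 4564 reads or 0.0521%. The share was 30.7 times higher with FH-DHX36. MT-ND4 had the most reads, 6126 with FH-DHX36 and 1042 with FH-DHX36-E335A. The total of crosslinked reads goes against the pattern, since the PAR-CLIP with fewer crosslinked reads had more reads on 13 of the 13 genes. If abundant RNA was carried along with the immunoprecipitate, other abundant RNA should be raised in the same libraries. In the paper's Supplementary Data 1, rRNA took 13.4% and 11.0% of the uniquely aligned FH-DHX36 reads and 0.803% and 0.700% of the FH-DHX36-E335A reads, and the lowest FH-DHX36 replicate was 13.6 times the highest FH-DHX36-E335A replicate. The FH-DHX36 libraries thus held more rRNA. In the same table of the paper, mitochondrial rRNA and tRNA together took 0.602% and 0.445% of the FH-DHX36 reads and 0.0458% and 0.0924% of the FH-DHX36-E335A reads. The fraction of rRNA reads with a T-to-C conversion was 0.05 and 0.04 with FH-DHX36 and 0.1 and 0.03 with FH-DHX36-E335A, compared with 0.79 to 0.81 for 3'UTR reads and 0.44 to 0.66 for mitochondrial rRNA reads. Most rRNA reads were therefore not crosslinked, whereas the reads counted on the 13 genes are crosslinked reads in clusters, so that the rRNA share does not decide whether these were carried along, and this stays open. A second test, on genes of small noncoding RNAs, was void because 0 of them had a cluster in either PAR-CLIP, so that more RNA unrelated to DHX36 in the FH-DHX36 libraries was not tested by it. Contact of FH-DHX36 with mitochondrial RNA was not tested and stays open, as do the isoform and the mutation, which differ together between the cell lines. All 13 genes were at the abundance floor, so that their NXPM values rest on the constant alone. Whether a recovered abundance of 0 is a measured value or a missing one cannot be told here. It is therefore not read as low abundance of these RNAs.

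The DHX36 gene itself had 19208 crosslinked reads in the FH-DHX36 PAR-CLIP, the position 2 of all genes, and 30909 in the FH-DHX36-E335A PAR-CLIP, the position 6. The text of the paper does not discuss these reads. Without a control library, the listed reads show their presence alone. The CDS held 15770 of the FH-DHX36 reads and 20031 of the FH-DHX36-E335A reads, and the 3'UTR held 0 and 68. No reads were listed in its 5'UTR and introns, so that the remaining reads lay in clusters of another annotation. Those reads do not enter the 3'UTR shares given below, which are taken over CDS and 3'UTR reads. Reads are listed only in clusters, so that a value of 0 means that no 3'UTR cluster was listed. It sets no upper limit on the 3'UTR reads. Reads on mRNA of the induced transgene, which brings the coding sequence, would leave the 3'UTR of the gene nearly empty in both cell lines. Among genes with at least 1000 reads in the CDS and 3'UTR, the 3'UTR share was larger than that of DHX36 for 98.2% of 1526 genes with FH-DHX36-E335A and for 86.3% of 315 genes with FH-DHX36. In the FH-DHX36 PAR-CLIP the remaining 43 genes, or 13.7%, had a 3'UTR share of 0 as DHX36 does, so that the criterion of more than 95% set for this test was not met there and the test does not separate DHX36 from them. Equal shares would at first have been read as speaking against the transgene, and it was decided only after the value was seen to leave them open, since the transgene does not rule out a share of 0. The median 3'UTR share of the compared genes was 86.5% and 89.7%. Transgene mRNA and binding of the protein to the coding sequence of the endogenous mRNA cannot be told apart, because the table does not give the sequence of the reads.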

How the results depend on the processing

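The longest transcript, the paper's number of clusters as the total, the share of all crosslinked reads and 4 of the forms of R^2 were chosen after the data were seen. Of 132 alternatives over 38 results, 47 stayed within the spread or factor used for each result, and 85 did not, 5 of them with a change of sign. Of the alternatives, 116 were planned. Counts were held to a factor of 1.5, shares to their Wilson interval and correlations to their Fisher interval. These intervals are narrow at this depth, so that many of the moves are small. Unless a sentence says otherwise, the cause of a move was not tested. No paired analysis was possible because the table gives 1 pooled value per cell line, so the columns carry no replicate numbers. For the same reason the correlation of replicates and the count test between the cell lines were not run, and no result of the table was recomputed without a replicate. Single replicates were compared through the paper's totals per library, which give region shares and numbers of clusters and no values per gene. The table has no length column to try as a second one. The paper's transcript lengths, held for part of the genes, were not tried in its place.

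The number of clusters in the table kept within the factor of 1.5 under both alternatives set for it in both PAR-CLIPs, as did the genes with NXPM above 100 under all 3 and the published targets under all 3. In the paper's Supplementary Data 1, the single replicates held 52436 and 38034 clusters with FH-DHX36 and 111500 and 171861 with FH-DHX36-E335A, all well above the 16742 and 60208 of the table. Requiring 2 exonic clusters lowered the bound genes with FH-DHX36 from 5025 to 2667, by construction. Restricting the count of more than 20 clusters to exonic clusters lowered it from 26 to 13 with FH-DHX36 and from 402 to 267 with FH-DHX36-E335A, also by construction. A share of all crosslinked reads of the PAR-CLIP takes out the difference in their totals. By this share, the genes bound in both with the higher value in FH-DHX36-E335A fell from 5060 to 3030. Those with the higher value in FH-DHX36 rose from 607 to 2639.

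For the region shares, leaving out DHX36 or genes without all 3 region lengths moved no share outside its interval. DHX36 is 1 gene, so that leaving it out could hardly have moved a share. Counting crosslinked reads moved the FH-DHX36-E335A shares to 22.9% in the CDS and 71.9% in the 3'UTR, and the exonic share of annotated clusters to 74.8% with FH-DHX36 and 74.1% with FH-DHX36-E335A. In the paper's totals for single replicates, the CDS took 41.6% and 40.6% of FH-DHX36 clusters and 38.3% and 37.7% of FH-DHX36-E335A clusters, and the 3'UTR 48.2% and 50.0%, and 56.3% and 57.3%. The 5'UTR share was 9.37% in FH-DHX36 replicate 2 and 5.44% in FH-DHX36-E335A replicate 1. Over exonic and intronic clusters alone, the exonic share was 87.4% with FH-DHX36 and 92.6% with FH-DHX36-E335A, and over the paper's number of clusters, an alternative chosen after seeing the data, it was 67.8% and 72.6%.

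The ratios of observed to expected share depend on the lengths used. With lengths weighted by each gene's clusters, the ratios were 1.75 in the 5'UTR, 0.868 in the CDS and 1.03 in the 3'UTR for FH-DHX36, and 0.920, 0.863 and 1.12 for FH-DHX36-E335A. With the lengths of all genes in the table they were 1.93, 0.812 and 1.08 for FH-DHX36 and 0.951, 0.758 and 1.25 for FH-DHX36-E335A. With the longest transcript, chosen after seeing the data, they were 1.56 in the 5'UTR and 0.951 in the CDS for FH-DHX36, and 0.776, 0.890 and 1.11 for FH-DHX36-E335A. By crosslinked reads the FH-DHX36-E335A ratios were 0.538 in the CDS and 1.36 in the 3'UTR. The FH-DHX36 5'UTR ratio stayed above 1, both CDS ratios stayed below 1 and the FH-DHX36-E335A 3'UTR ratio stayed above 1 under each of these, while the FH-DHX36-E335A 5'UTR ratio and the FH-DHX36 3'UTR ratio fell on either side of 1.

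The correlations of binding changed most with the measure. With length, crosslinked reads gave a rho of -0.00896 for FH-DHX36, a change of sign, and 0.0427 for FH-DHX36-E335A, and clusters gave 0.0476 and 0.175, against 0.534 and 0.546 for NXPM. With the longest transcript, rho for NXPM was 0.510 and 0.524. With abundance, the sign reversed for crosslinked reads, at 0.212 and 0.317, and for clusters, at 0.233 and 0.229, against -0.681 and -0.578 for NXPM, which is divided by that abundance. At a recovered abundance of at least 1, rho for NXPM was -0.640 and -0.532.

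The R^2 of FH-DHX36 against FH-DHX36-E335A was 0.707 and stayed so without DHX36, though leaving out 1 gene could hardly move R^2. It was 0.320 for log10(NXPM + 1) over genes bound in either PAR-CLIP, 0.224 for untransformed NXPM, 0.557 for genes with NXPM of at least 1 in both, 0.689 without genes at the abundance floor, 0.408 for crosslinked reads and 0.259 for clusters. Alternatives chosen after seeing the data gave 0.671 for log10(NXPM + 1) over genes bound in both, 0.678 at a recovered abundance of at least 1, 0.542 for log10(NXPM + 1) over all genes of the table and 0.415 for crosslinked reads without genes at the abundance floor.

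The ranks of the genes followed up depended on the measure. By crosslinked reads the ranks were 38 for WAC, 36 for PURB, 48 for NAA50 and 31 for SLMO2. By the number of clusters PURB ranked 10, NAA50 56 and SLMO2 613. By 3'UTR NXPM the ranks were 92 for WAC, 25 for PURB, 162 for NAA50 and 572 for SLMO2. By FH-DHX36 NXPM, WAC ranked 352, NAA50 428 and SLMO2 2483. Without genes at the abundance floor, WAC ranked 80 and PURB 21.

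The number of crosslinked reads limits the FH-DHX36 PAR-CLIP more, at 2160413 against 8752127. A gene without an FH-DHX36 cluster is thus not shown to be unbound. In sequenced reads FH-DHX36 was not behind, with 47168586 and 33327437 per library against 34997928 and 24405543. Why fewer of them ended as crosslinked reads in clusters was not tested. The 3462 genes bound by FH-DHX36-E335A alone had a median of 108 reads there.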

Differences from the paper's values

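The R^2 of FH-DHX36 against FH-DHX36-E335A was 0.707 here, and the paper's value is 0.66. None of the 7 alternatives set before the data were examined came within the spread of the paper's value. They were 0.320, 0.224, 0.557, 0.689, 0.408, 0.707 and 0.259. Of the 4 alternatives chosen after seeing the values, log10(NXPM + 1) over genes bound in both gave 0.671, which is within that spread and covers the same 5669 genes, while the others gave 0.678, 0.542 and 0.415.

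More than 20 FH-DHX36-E335A clusters were listed for 402 genes, and the paper's text gives 218. The number here covers all 26490 genes of the table, while the paper's is the group of targets in its RNA-seq comparison, so that the sets of genes are not alike. With exonic clusters only, which was set before the data were examined, the number was 267, within a factor of 1.5 of the paper's. Fig. 4h gives about 390, read by eye, which is near the 402 genes of the table.

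For 8 of the 28 published targets the crosslinked reads in the table differed from the paper's Supplementary Data 3 by more than a factor of 1.5. The paper's values are 15 for PLAU, 68 for NOTCH1 and 108 for P4HA2, and each is 0 in the table. The paper's values and those of the table are 2001 and 1262 for USP9X, 242 and 51 for HTT, 509 and 333 for PSMD1, 308 and 91 for EIF2AK4, and 3023 and 1952 for USP22. No alternative was computed for these reads. For each of the 22 targets with reads in the paper, the value in the table was the lower one. The differences thus run in 1 direction and are not limited to the 8 genes. The paper counts PLAU, NOTCH1 and P4HA2 among the targets found, whereas no cluster was listed for them in either PAR-CLIP, and 19 targets were found here where the paper found 22. Both lists lack the remaining 6 genes. The table also lists fewer clusters than the paper, 16742 with FH-DHX36 where the paper's number is 19585 and 60208 with FH-DHX36-E335A where it is 67660. Whether the paper's values were made from the same set of clusters as the table is not known, and this limits what all the differences given here mean.

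The paper places WAC, PURB, NAA50 and SLMO2 among its leading targets. By NXPM only PURB, at position 73, was among the first 100. By crosslinked reads, a ranking set before the data were examined, SLMO2 at 31, PURB at 36, WAC at 38 and NAA50 at 48 all were. WAC also was by 3'UTR NXPM, at 92, and without genes at the abundance floor, at 80, and NAA50 was by clusters, at 56.

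The paper states that binding sites showed no preference for a region. The 5'UTR share of FH-DHX36 clusters was 2.15 times that expected from length, and between 1.56 and 2.25 times under the alternatives. The other ratios were 0.899 in the CDS and 0.978 in the 3'UTR for FH-DHX36, and 1.05, 0.840 and 1.12 for FH-DHX36-E335A. The observed shares lay near those of Fig. 2d, read by eye. In the 5'UTR, CDS and 3'UTR these were about 10%, 38% and 51% for FH-DHX36. For FH-DHX36-E335A they were 5%, 36% and 59%. The difference therefore does not lie in the observed shares. The expected shares here came from 1 transcript per bound gene in a later annotation, and the paper's own were not recomputed.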

Other observations

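Of the tests in this part, those of the length relation, the comparison of R^2 without genes at the abundance floor with shuffled values, and the replicates' 5'UTR shares were chosen only after the results were seen.

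NXPM rose with transcript length far more than crosslinked reads, whose rho was -0.00896 for FH-DHX36 and 0.0427 for FH-DHX36-E335A. The paper's RNA-seq was quantified with Cufflinks, whose FPKM values are divided by transcript length, so that division of the abundance by length is a candidate explanation. The recovered abundance fell with length across genes with a cluster, with a rho of -0.646 for FH-DHX36 and -0.597 for FH-DHX36-E335A. Since NXPM is the scaled crosslinked reads over this abundance, its rise with length comes mainly through the abundance term by arithmetic. The abundance was recovered from NXPM and crosslinked reads, so that its fall with length is no separate test of the division. Why the abundance falls with length stays open between the division in FPKM and shorter mRNAs being more abundant, and neither was tested.

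Both PAR-CLIPs are divided by the same abundance, which alone brings a correlation. With the crosslinked reads of each PAR-CLIP shuffled between genes and the division kept, 100 shuffles gave an R^2 with a median of 0.415 and a highest value of 0.436, against 0.707 observed. The shared division therefore brings much of the R^2 and not all of it. Without genes at the abundance floor the observed R^2 was 0.689, and the highest shuffled value was 0.406, so that those genes do not account for the rest either.

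A recovered abundance of 0 was found for 27 genes with an FH-DHX36 cluster and 52 genes with an FH-DHX36-E335A cluster, and 20 genes had clusters in both. They held 1.82% and 0.167% of the crosslinked reads. Their NXPM values ran from 8332 to 2835569 with FH-DHX36, and all 27 were among the highest 50 values, as were 44 of the 52 with FH-DHX36-E335A. At a recovered abundance of at least 1, the highest NXPM was 2649 with FH-DHX36 and 1217 with FH-DHX36-E335A.

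Regional NXPM values use the reads of the region as their total, so that an equal value stands for different numbers of reads. At an abundance of 1, an FH-DHX36-E335A NXPM of 100 takes 876 crosslinked reads over the whole gene, 467 in the 3'UTR, 148 in the CDS and 33.8 in the 5'UTR. With all reads of the PAR-CLIP as the total, 266 genes would exceed 100 in the 3'UTR in place of 558, and 43 in the CDS in place of 374.

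The 5'UTR took 10.2% of exonic FH-DHX36 clusters and 5.05% of exonic FH-DHX36-E335A clusters. In the paper's Supplementary Data 1, before cluster calling, the 5'UTR held 13.7% and 12.4% of the exonic reads of the FH-DHX36 replicates and 8.02% and 6.76% of those of the FH-DHX36-E335A replicates. The lowest FH-DHX36 value lay 4.40 percentage points above the highest FH-DHX36-E335A value, and replicates of a cell line differed by 1.25 and 1.26 points, which argues against cluster calling at a different depth as the whole cause. Among the genes bound in both PAR-CLIPs the 5'UTR held 10.7% and 5.09% of exonic reads, a ratio of 2.10, which argues against a different set of bound genes. With 2 replicates against 2, an exact permutation test cannot reach a small p-value, and no other test was run. In the same table of the paper, the fraction of 5'UTR reads with a T-to-C conversion was 0.65 and 0.66 with FH-DHX36. It was 0.76 and 0.75 with FH-DHX36-E335A, while 3'UTR reads had 0.79 to 0.81 in both cell lines. The 5'UTR reads before cluster calling thus held more reads without a conversion in FH-DHX36, which leaves room for a difference in background. The loss of helicase activity, the isoform and a difference in background between the libraries stay open and untested, since they differ together between the cell lines.

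Some genes went against the totals of crosslinked reads of the PAR-CLIPs. Among genes bound in both with at least 1000 FH-DHX36 reads and outside the mitochondrial genome, the largest ratios of FH-DHX36 to FH-DHX36-E335A reads were 14.5 for EZH1, 8.91 for PPAN and 8.86 for ZNF561. All 6894 FH-DHX36 reads on ZNF561 lay in 1 CDS cluster. On ERC1, 62760 of 62956 FH-DHX36-E335A reads lay in 48 intronic clusters, and on CEP350 7977 of 7993 FH-DHX36 reads lay in 1 intronic cluster. EZH1, PPAN, ZNF561 as a gene with more FH-DHX36 reads, and the highest intronic gene were singled out after their values were seen. ZNF561, ERC1 and CEP350 were also set by rule, for their NXPM values. No explanation was tested.

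DDX5, from which the paper took control sequences, had 0 clusters in both PAR-CLIPs. Its 3'UTR of 1669 nt held 2 matches to the G-run pattern searched in WAC, so that such a match did not by itself go with a listed cluster.

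The paper's 5mer tables in Supplementary Data 2 list 1023 5mers per PAR-CLIP. Of 105 5mers with at least 3 guanines in these values of the paper, 31 had a Z-score above 1 with FH-DHX36. With FH-DHX36-E335A 50 of 106 did. A Z-score above 2 was given for 24 5mers with FH-DHX36, 7 of them with at least 3 guanines. With FH-DHX36-E335A it was given for 62, 16 of them with at least 3 guanines. Of 192 5mers with at least 4 A or T, 39 and 97 had a Z-score above 1. Among the 50 most frequent 5mers, 38 were G-rich and 0 A/U-rich with FH-DHX36, compared with 19 and 23 with FH-DHX36-E335A. In all, 160 and 404 5mers had a Z-score above 1, so that A/U-rich 5mers made up 24.4% and 24.0% of them and G-rich 5mers 19.4% and 12.4%, while 18.8% of the listed 5mers were A/U-rich in both and 10.3% and 10.4% were G-rich.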
